# Ets2 in Tumor Fibroblasts Promotes Angiogenesis in Breast Cancer

**DOI:** 10.1371/journal.pone.0071533

**Published:** 2013-08-16

**Authors:** Julie A. Wallace, Fu Li, Subhasree Balakrishnan, Carmen Z. Cantemir-Stone, Thierry Pecot, Chelsea Martin, Raleigh D. Kladney, Sudarshana M. Sharma, Anthony J. Trimboli, Soledad A. Fernandez, Lianbo Yu, Thomas J. Rosol, Paul C. Stromberg, Robert Lesurf, Michael Hallett, Morag Park, Gustavo Leone, Michael C. Ostrowski

## Abstract

Tumor fibroblasts are active partners in tumor progression, but the genes and pathways that mediate this collaboration are ill-defined. Previous work demonstrates that *Ets2* function in stromal cells significantly contributes to breast tumor progression. Conditional mouse models were used to study the function of *Ets2* in both mammary stromal fibroblasts and epithelial cells. Conditional inactivation of *Ets2* in stromal fibroblasts in *PyMT* and *ErbB2* driven tumors significantly reduced tumor growth, however deletion of *Ets2* in epithelial cells in the *PyMT* model had no significant effect. Analysis of gene expression in fibroblasts revealed a tumor- and *Ets2-*dependent gene signature that was enriched in genes important for ECM remodeling, cell migration, and angiogenesis in both *PyMT* and *ErbB2* driven-tumors. Consistent with these results, *PyMT* and *ErbB2* tumors lacking *Ets2* in fibroblasts had fewer functional blood vessels, and *Ets2* in fibroblasts elicited changes in gene expression in tumor endothelial cells consistent with this phenotype. An *in vivo* angiogenesis assay revealed the ability of *Ets2* in fibroblasts to promote blood vessel formation in the absence of tumor cells. Importantly, the *Ets2*-dependent gene expression signatures from both mouse models were able to distinguish human breast tumor stroma from normal stroma, and correlated with patient outcomes in two whole tumor breast cancer data sets. The data reveals a key function for *Ets2* in tumor fibroblasts in signaling to endothelial cells to promote tumor angiogenesis. The results highlight the collaborative networks that orchestrate communication between stromal cells and tumor cells, and suggest that targeting tumor fibroblasts may be an effective strategy for developing novel anti-angiogenic therapies.

## Introduction

Although the microenvironment of normal tissue can inhibit tumor growth, changes induced by tumor cells actually influence this microenvironment to promote tumor progression and metastasis [1], [2], [3]. For example, disruption of *Tgfbr2* in fibroblasts leads to growth and increased oncogenic potential of adjacent epithelial cells in stomach and prostate [4]. Cancer associated fibroblasts (CAFs) were also shown to mediate immune cell recruitment in an NF-κB dependent manner in a mouse model of squamous cell carcinoma [5]. In addition, recent evidence demonstrates that a human stromal gene signature can be correlated with tumor prognosis and evolution of breast cancer [6]. Stromal fibroblasts are one of the major components within the tumor microenvironment that drive a number of characteristics associated with tumor malignancy, including remodeling of the extracellular matrix, immune cell recruitment and modulation, angiogenesis and tumor cell proliferation and invasion [7], [8]. Identification of specific molecules and signaling pathways within this stroma which promote tumor initiation and progression is essential for the potential development of novel therapeutics to be used independently or in combination with other tumor cell-specific treatments [9].

*Ets2* (v-ets erythroblastosis virus E26 oncogene homologue 2) is an evolutionarily conserved proto-oncogene known to be overexpressed in a variety of human cancers including breast and prostate [10], [11]. As a downstream effector of the Ras/Raf/MAPK pathway, *Ets2* regulates the expression of a number of genes with potentially important functions in the tumor microenvironment, including growth factors, adhesion molecules, extracellular proteases and anti-apoptotic genes. In mouse mammary tumor models, *Ets2* was shown to support tumor growth from an undefined cell population in the tumor stroma [12], [13].

Previous work from our group has shown *Ets2* functions to promote tumor progression and metastasis in at least two compartments of the mammary tumor microenvironment, including tumor macrophages and breast stromal fibroblasts in which *Pten* was deleted [14], [15]. However, questions concerning both the fibroblast-specific and oncogene-dependent functions of *Ets2*, as well as the molecular and cellular mechanisms of action remain unanswered. To address these issues, we used a *Cre/loxP* genetic approach to investigate the role of *Ets2* in mammary epithelial cells and mammary fibroblasts in the context of *PyMT* and *ErbB2* driven tumors. This approach revealed that fibroblast *Ets2* promotes tumor growth and progression, whereas its function in epithelial cells is dispensable for tumor progression. Transcriptome profiling of both normal and tumor fibroblasts revealed tumor specific targets of *Ets2* including genes involved in matrix remodeling and angiogenesis in the context of both *PyMT* and *ErbB2*. Consistent with the gene expression results, loss of *Ets2* in tumor fibroblasts decreased tumor associated blood vessels in both models. Additionally, *Ets2* deficiency in tumor fibroblasts significantly impaired angiogenesis *in vivo* in matrigel plug assays. The fibroblast *Ets2* transcriptomes were represented in human breast cancer stroma and correlated with patient outcome in independent whole-tumor breast cancer gene expression data sets. These results indicate that *Ets2* functions in a tumor-dependent but tumor cell non-autonomous manner to affect tumor growth and angiogenesis.

## Methods

### Ethics Statement

The use of animals was in compliance with federal and University Laboratory Animal Resources at The Ohio State University regulations and was conducted under under protocol number 2007A0120-R1 which was reviewed and approved by the Ohio State University Institutional Animal Care and Use Committee.

### Tumor Studies

All mice used in these studies were inbred 10 generations to the FVB/N (F10) background. The generation of *Fsp-Cre* and *Ets2^loxP^* mice has been previously described [15], [16]. *Ets2^db^* mice were a gift from Dr. Robert Oshima (The Burnham Institute, La Jolla, California). *PyMT* tumor bearing mice were sacrificed 4 weeks after palpable tumors were identified. Excised tumors were weighed and processed for histological analysis. X-gal staining was done as described elsewhere [16]. *ErbB2* mice were sacrificed at 16 weeks of age, and all mammary glands were harvested and processed for histological analysis. The total area of tumor lesions was calculated using Zeiss AxioVision 3.1 software.

### Lectin Injections and Matrigel Plug Assay

Fluorescein or DyLight 594 Lycopersicon esculentum lectin (Vector Laboratories) was used to visualize blood vessels as described [17]. For the *in vivo* matrigel angiogenesis assays, 250,000 primary fibroblasts were mixed with ice cold growth factor reduced matrigel (BD Bioscience) and subcutaneously injected into the flanks of two month old FVB/N mice. Matrigel plugs were retrieved 5 days post injection for subsequent analysis.

### X-gal Staining, Immunostaining, Gelatinase *in situ* Zymography, and Microscopy Imaging and Quantification

X-gal staining was performed as previously described [15]. The following antibodies were used in this study: CD31 (BD Bioscience), Ki67 (Dako) and cleaved caspase- 3 (Cell Signaling). Appropriate secondary antibodies were used for IF or IHC as described elsewhere [15]. DQ-gelatin (Molecular Probes) was used for gelatinase *in situ* zymography as described by Mook *et al*. [18]. For CD31 and lectin quantification, images were made from multiple tumors in at least three different mice; a minimum of five images were taken per mouse from random tumor fields. Microscopic images for CD31, lectin and zymography quantification were acquired with a Zeiss Axiocam HRc camera and quantified using ImageJ (http://rsbweb.nih.gov/ij/), Fiji [19] or MetaMorph softwares, whereby the percentage of total positive area was calculated. For quantification of Ki67 and cleaved caspase 3 staining, images from random tumor fields were taken, and the total number of positive cells was represented as a percentage of the total number of tumor cells.

#### Whole mount staining

Inguinal mammary glands were isolated from 6 week or 14 days pregnant female mice and mounted on glass slides using a Q-tip to spread the tissue. Tissue was fixed using Carnoy’s fixative (60% ethanol, 30% chloroform and 10% acetic acid) at 4°C overnight, and then stained with carmine alum stain (Sigma) for 12 hours. After thorough rinsing in water, mammary glands were dehydrated with alcohol and preserved in xylene.

### Primary Mammary Fibroblast Culture, Endothelial Cell Isolation and Microarray Analysis

Mammary fibroblasts were isolated from female mice using gravity separation [20]. Briefly, mammary tissue was digested with collagenase/hyaluronidase overnight in a CO_2_ incubator. After neutralization, cells were separated by gravity five times. Supernatant containing stromal cells was plated with 10% FBS DMEM. Second passage cells were used for subsequent analysis. For endothelial cell isolation, mammary glands were digested with collagenase until a single cell suspension was achieved. Cells were then stained with fluorescently conjugated CD31 antibody (BD Pharmingen) and subjected to cell sorting. RNA was extracted with Trizol (Invitrogen) and purified with RNAeasy kit (Qiagen) following manufacturers’ instructions. Microarray profiling was performed with Affymetrix Mouse Genome 430A 2.0 or 430 2.0 GeneChips at the OSUCCC microarray facility. All microarray data has been deposited and can be accessed through the following links:

http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=dberdqwuosoegdi&acc=GSE16989

http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=flmxjguyowqmojq&acc=GSE44166

http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=txmnnecmegeaopw&acc=GSE44118

Differentially expressed genes were identified by the WEDGE^++^ method [21] or Robust Multichip Average method (RMA) [22]. Quantitative RT procedures are described elsewhere [23]. Primers and probes used for real time PCR are available in Table S6.

### Western Blot

Western blotting was performed as previously described [15].

#### Gene Set Enrichment Analysis (GSEA)

GSEA v2.0 was used to determine the enrichment of functional categories in our gene expression data [24]. Gene sets were obtained from indicated categories in ToppGene Suite [25]. Statistical significance was determined using 1,000 random permutations of each gene set to obtain a nominal P value.

#### Generating the human stroma heat map using the *Ets2* gene lists

Of the 107 and 69 genes regulated by *Ets2* in *PyMT* and *ErbB2* derived tumor fibroblasts, 88 and 61 had human orthologs identified using Ensembl and MGI databases. When queried against the McGill Cancer Center’s Breast Stroma Microarray data (GSE9014 and GSE4823), 85 and 57 genes were also represented on the Agilent custom array used by the McGill group. To identify the genes most differentially expressed in human tumor stroma versus normal stroma, a variance cutoff of>0.5 was applied across the multiple human samples. The 38 *PyMT* derived and 36 *ErbB2* derived genes which met this cutoff criterion were subsequently used to generate a heat map for the human stroma dataset (52 normal stroma and 49 tumor stroma samples). The separation of normal stroma and tumor stroma was significant using gene signatures from both models (P = 0.00085 for *PyMT* and 0.00004 for *ErbB2*), as determined by 10,000 random permutations using the one sided Wilcoxon rank sum test. Similar analysis was used for our *PyMT* derived *Ets2* dependent endothelial cell data, with 22 of 33 human orthologs represented in the McGill breast stroma data. In this case, the separation of normal stroma and tumor stroma was not found to be significant (p-value = 0.1014).

#### Kaplan-meier survival analysis

The *Ets2* tumor fibroblast 38 and 36 gene signatures as well as the endothelial 22 gene signature were used to query gene expression data from three independent breast cancer microarrays - Rosetta (NKI) dataset, Stockholm (GSE1456) and the McGill University (GSE9014) dataset. A Cox proportional hazards model associated to a L2 norm constraint [26] was applied to estimate the coefficients β associated to each gene from the human orthologs corresponding to the *Ets2*- tumor fibroblast 38 or 36 gene signatures. A prognostic index for each patient is defined as the sum of the gene expression levels pondered by the estimated coefficients β. A 10-fold cross validation was used to predict the outcome for each patient: the patients are randomly divided into 10 groups; 9 groups are chosen to form the training set while the last group represents the test set. The coefficients β are estimated from the training set and the prognostic index for each patient in the test set is computed. This step is repeated 10 times to consider each group of patients as the test set once. The 10-fold cross validation is performed 10 times in order to be independent of the random partitioning. A prognostic index threshold is then defined as the 50 percentile of all prognostic indexes. All the patients that have a prognostic index superior (respectively inferior) to this threshold are considered as high risk (respectively low risk) patients. A log-rank test is finally applied to evaluate the statistical significance between the two groups.

### Statistical Analysis

Number of animals and experiments are as indicated in the figures. Analysis of variance (ANOVA) model assuming unequal variance with Holm’s methods was used to study the differences among groups in the *PyMT* tumor study (Fig. 1A). A non-parametric Mann-Whitney test was used to compare lesion sizes in *ErbB2* tumors (Fig. 2A, left panel). A Chi square test was used to compare the number of *ErbB2* lesions larger than 1mm^2^ (Fig. 2A, right panel). A Welch’s t-test assuming unequal variance was used to calculate p-values for Ki67 staining and all other immunofluorescence staining.

**Figure 1:**
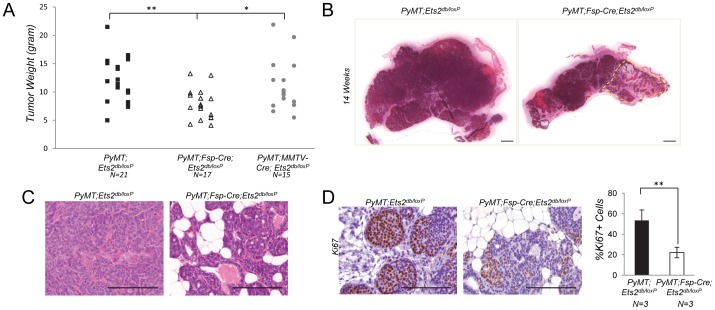
*Ets2* ablation in stromal fibroblasts restricts *PyMT* driven mammary tumorigenesis. **A.** Dissected tumor weight in grams isolated from 14 week old *PyMT;Ets2^db/loxP^* (n = 21, 12.36±3.8), *PyMT;Fsp-Cre;Ets2^db/loxP^* (n = 17, 7.83±2.7), and *PyMT;MMTV-Cre;Ets2^db/loxP^* (n = 15, 11.3±4.7) mice (**P<0.01, *P<0.05, adjusted P-values were obtained from an ANOVA model assuming unequal variance with Holm’s methods). **B.** Representative H&E stained mammary glands from 14 week old *PyMT;Ets2^db/loxP^* and *PyMT;Fsp-Cre;Ets2^db/loxP^* mice. Area outlined in yellow represents less advanced tumor progression. Scale bar, 2mm. **C.** Representative histological sections from mammary glands of 10 week old *PyMT;Ets2^db/loxP^* and *PyMT;Fsp-Cre;Ets2^db/loxP^* mice. Scale bar, 50 µm. **D.** Left: representative IHC staining for Ki67 in mammary glands of 10 week old *PyMT;Ets2^db/loxP^* and *PyMT;Fsp-Cre;Ets2^db/loxP^* mice. Scale bar, 50 µm. Right: graph represents percentage of Ki67 positive epithelial cells (n = 3, bars represent means ± SD, **P<0.01, unpaired Welch’s t-test assuming unequal variance).

**Figure 2:**
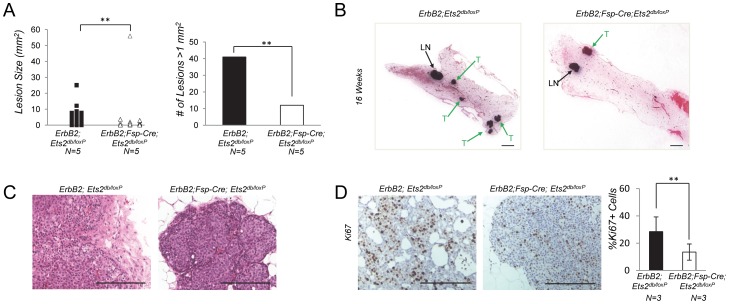
*Ets2* deletion in stromal fibroblasts reduces size and number of tumor lesions in *ErbB2* breast cancer model. **A.** Left: graph represents carcinoma lesion sizes in mm^2^ from 16 week old *ErbB2;Ets2^db/loxP^* (n = 5, 2.28±4.16) and *ErbB2;Fsp-Cre;Ets2^db/loxP^* (n = 5, 1.83±7.96) mice (**P<0.01, Non-parametric Mann-Whitney test). Right: graph represents number of lesions larger than one mm^2^ in mammary glands of 16 week old *ErbB2;Ets2^db/loxP^* (n = 5) and *ErbB2;Fsp-Cre;Ets2^db/loxP^* (n = 5) mice (**P<0.01, Chi Square test). **B.** Representative H&E stained mammary glands from 16 week old *ErbB2;Ets2^db/loxP^* and *ErbB2;Fsp-Cre;Ets2^db/loxP^* mice. Scale bar, 2mm. LN, lymph node. T, tumor. **C.** Representative histological sections from mammary glands of 16 week old *ErbB2;Ets2^db/loxP^* and *ErbB2;Fsp-Cre;Ets2^db/loxP^* mice. Scale bar, 50 µm. **D.** Left: representative IHC staining for Ki67 in mammary glands from 16 week old *ErbB2;Ets2^db/loxP^* and *ErbB2;Fsp-Cre;Ets2^db/loxP^* mice. Scale bar, 50 µm. Right: graph represents percentage of Ki67 positive epithelial cells (n = 3, bars represent means ± SD, **P<0.01, Welch’s t-test assuming unequal variance).

## Results and Discussion

### Ets2 Deletion Specifically Effects Tumor Progression from the Fibroblast Compartment in Multiple Breast Cancer Models

The ablation of a conditional *Ets2^loxP^* allele [27] was studied both in mammary stromal fibroblasts and in mammary tumor epithelial cells in the *MMTV-PyMT* (*PyMT*) mammary cancer model [28]. For this purpose, Fibroblast Specific Protein 1 promoter-Cre (*Fsp-Cre*) was used for specific deletion in tumor fibroblasts, while *MMTV-Cre* was used to target epithelial cells [15], [29]. Initial experiments indicated that deletion of both alleles in homozygous *Ets2^loxP/loxP^* mice was inefficient with several different Cre-driver lines [14], [15], including *Fsp-Cre* (data not shown). In order to facilitate the complete ablation of *Ets2* within the fibroblast and epithelial compartments, mice were generated carrying the *Cre* transgene along with one conditional *Ets2^loxP^* allele and a conventional *Ets2* knockout allele targeting the DNA-binding domain, *Ets2^db^* [30]. We evaluated tumor development in both *PyMT;Fsp-Cre;Ets2^db/loxP^* and *PyMT;MMTV-Cre;Ets2^db/loxP^* experimental groups and in control *PyMT;Ets2^db/loxP^* mice. No difference was observed in tumor initiation; however tumor progression was significantly impeded by the ablation of *Ets2* specifically in mammary fibroblasts. The average weight of tumors 30 days after tumor initiation in *PyMT;Fsp-Cre;Ets2^db/loxP^* mice was 1.5-fold lower than in either control *PyMT;Ets2^db/loxP^* or *PyMT;MMTV-Cre;Ets2^db/loxP^* mice (P<0.01, Fig. 1A). Additionally, H&E staining of inguinal mammary glands from control *PyMT;Ets2^db/loxP^* mice showed solid tumors throughout the mammary gland, whereas tumors had not invaded the entire fat pad of *PyMT;Fsp-Cre;Ets2^db/loxP^* mammary glands (Fig. 1B, yellow outline indicates area with less tumor invasion).

The specificities of both *Fsp-Cre* and *MMTV-Cre* were confirmed by introducing the *Rosa26^LoxP^* reporter gene into a subset of the experimental mice [31]. X-gal staining of mammary tumor sections confirmed the stromal- or epithelial-specific expression of the respective *Cre* transgenes (Fig. S1A). PCR-based analysis of genomic DNA from epithelial cells isolated from *PyMT;Ets2^db/loxP^* or *PyMT;MMTV-Cre;Ets2^db/loxP^* mice demonstrated efficient recombination of the single *Ets2^loxP^* allele (Fig. S1B). Western blot assays confirmed the loss of ETS2 [32] protein in mammary stromal fibroblasts isolated from *PyMT;Fsp-Cre;Ets2^db/loxP^* mice (Fig. S1C). Cultured mammary fibroblasts stained with anti-phospho-Ets2^pT72^ antibody further demonstrated the loss of ETS2 activation in fibroblasts from *PyMT;Fsp-Cre;Ets2^db/loxP^* mice [15] (Fig. S1D). Interestingly, whole mount analysis of normal developing and pregnant mammary glands showed similar branching of epithelial ducts in both *Ets2^db/loxP^* and *Fsp-Cre;Ets2^db/loxP^* animals (Fig. S1F, S1G), suggesting *Ets2* expression in fibroblasts was not essential for proper mammary gland development. Additionally, whole mount analysis of mammary glands isolated form 6-week old *PyMT;Ets2^db/loxP^* animals revealed extensive neoplastic progression, however tumors in mammary glands from *PyMT;Fsp-Cre;Ets2^db/loxP^* mice remained restricted to the nipple area, with little or no invasion into and beyond the mammary lymph node (Fig. S1H).

Careful examination of tumor histology revealed complete disruption of the basement membrane and invasive carcinoma in tumors from *PyMT;Ets2^db/loxP^* mice, while many tumor lesions in *PyMT;Fsp-Cre;Ets2^db/loxP^* mammary glands were restricted to the confines of the basement membrane (Fig. 1C). As assessed by Ki67 staining, there was an approximate 2.5 fold reduction in epithelial cell proliferation in tumors with *Ets2* deleted in the fibroblast compartment (P<0.01, Fig. 1D). Staining with cleavedcaspase- 3 failed to detect any difference in apoptosis between genetic groups (Fig. S1E), indicating that stromal *Ets2* impacts tumor growth through modulation of epithelial proliferation.

To determine if fibroblast *Ets2* function was oncogene dependent, we combined the *MMTV-ErbB2* oncogene with *Ets2^db/loxP^* and *Fsp-Cre;Ets2^db/loxP^* mice. Since an expected delay in tumor progression was predicted based on our results in the *PyMT* model, mice harboring the *ErbB2* oncogene were harvested at 16 weeks of age, just before palpable tumors were detected in this model. Using consecutive histological sections, we calculated the number and sizes of carcinoma lesions. The *ErbB2;Fsp-Cre;Ets2^db/loxP^* mice had nearly half as many overall lesions compared to those found in *ErbB2;Ets2^db/loxP^* mice (P<0.01, Fig. 2A, left panel, Fig. 2B). The lesions were also significantly smaller in *ErbB2;Fsp-Cre;Ets2^db/loxP^* compared to controls (Fig. 2A). Closer examination of the data revealed a three-fold decrease in the number of lesions>1mm^2^ in size in mammary glands from *ErbB2;Fsp-Cre;Ets2^db/loxP^* mice (P<0.01, Fig. 2A, right panel). As illustrated by higher magnification H&E staining, deletion of *Ets2* in tumor fibroblasts significantly reduced the expansion of carcinoma lesions into the surrounding fat pad tissue (Fig. 2C). As in the *PyMT* model, Ki67 staining revealed a 2-fold decrease in proliferation of epithelial cells surrounded by *Ets2* null fibroblasts, implicating a similar mechanism of controlling tumor growth in this model as well (Fig. 2D). Collectively, these data support a stromal fibroblast-specific function for *Ets2* in facilitating the progression and invasion of mammary tumors induced by both *PyMT* and *ErbB2* epithelial expression.

### Gene Expression Changes Reveal the Tumor Specific Effects of *Ets2*

To uncover the molecular mechanisms underlying *Ets2* function in stromal fibroblasts in both *PyMT* and *ErbB2* induced tumors, we profiled RNA isolated from primary mammary fibroblasts for changes in global gene expression (Affymetrix Mouse Genome 430A 2.0 GeneChip platform or 430 2.0 GeneChip platform). 

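The *ErbB2* part of this experiment comprised 4 Affymetrix mouse genome arrays, 1 for each genotype, hybridised with RNA from second-passage mammary fibroblasts of 16-week-old mice. Normal fibroblasts came from *Ets2 db/loxP* mice and, lacking *Ets2*, from *Fsp-Cre;Ets2 db/loxP* mice, in which Cre is expressed from the fibroblast-specific *Fsp* promoter. Tumor fibroblasts came from the same genotypes with the *ErbB2* oncogene in the epithelium. *Ets2*, the deleted transcription factor, had log2 values on its brightest probe set of 8.14 and 8.35 in normal fibroblasts with *Ets2* and *Ets2* null fibroblasts, and of 8.34 and 8.31 in the corresponding tumor fibroblasts. Its other probe sets lay between 6.35 and 6.42 and between 3.15 and 3.51 over the 4 arrays. Where these probe sets lie relative to the deleted exons is not given in the sources used here, and arrays of this kind mostly read the end of a transcript, so these values do not check the genotype labels. The paper reports loss of ETS2 protein and of phospho-Ets2 staining in *Ets2* null fibroblasts of the *PyMT* model (Fig. S1C, S1D). The authors deposited log2 expression values made by RMA, which corrects the background, quantile-normalizes the arrays and summarises the probes of each probe set. Array medians were 5.52, 5.53, 5.51 and 5.54 in the order given, 42.5% to 42.8% of probe sets were at log2 6 or more, and Pearson's r over all probe sets was 0.988 to 0.993 between arrays. Of the probe sets, 34958 carried exactly 1 gene symbol and covered 18194 genes, 932 carried several symbols, and 9211 were unnamed here. Differences were taken as *Ets2* null minus *Ets2* present on the log2 scale, within normal and within tumor fibroblasts, so the comparisons share no array. A gene was counted when any of its singly named probe sets differed by more than 2 on the log2 scale, which is 4-fold and is the size stated for Table S3 and Table S4. Log2 values below 6 were not shown to be above background, so folds of single genes are given only where both values are above 6, and a difference that starts or ends below it is not exact. For values of single genes and of gene lists, the probe set with the highest mean over the 4 arrays was used. With 1 array per genotype there is no replicate spread, so no test was run, no p-value is given, and every difference describes these arrays.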

Fibroblasts were isolated when tumors were not yet invasive, from 9-week old mice in the *PyMT* model and from 16-week old mice in the *ErbB2* model. Fibroblasts from *Ets2^db/loxP^* and *Fsp-Cre;Ets2^db/loxP^* control mice were also isolated at the same time points and RNA was subjected to gene expression profiling. Assessment of cultured fibroblast purity has been previously described [15]; staining of cultured mammary fibroblasts with both vimentin and anti-phospho-Ets2^pT72^ antibodies confirmed both the enrichment for fibroblasts (>95% fibroblasts) and the efficiency of *Ets2* conditional knockout (Fig. S1D).

To identify *Ets2* target genes specifc to tumor fibroblasts, we compared expression changes between normal fibroblasts at both ages (*Fsp-Cre;Ets2^db/loxP^* vs. *Ets2^db/loxP^*) and tumor associated fibroblasts from both models (TAFs; *PyMT;Fsp-Cre;Ets2^db/loxP^* vs. *PyMT;Ets2^db/loxP^* and *ErbB2;Fsp-Cre;Ets2^db/loxP^* vs. *ErbB2;Ets2^db/loxP^* ). Comparison of normal fibroblasts from 9-10 week old mice identified only 22 genes to be differentially expressed upon *Ets2* inactivation (fold change>4 and negative log p-value (NLP)>4.5, Fig. S2A and Table S1). In contrast, when the *PyMT* oncongene was present in epithelial cells, 107 genes were differentially expressed with *Ets2* ablation in fibroblasts (fold change>4 and NLP>4.5, Fig. 3A, Fig. S2A and Table S2). Consistent with a tumor-specific role for *Ets2*, only 4 genes were in common between normal and tumor fibroblasts (Fig. S2A). 

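Loss of *Ets2* went with lower expression of most of the genes that passed 4-fold in *ErbB2* tumor fibroblasts, and with higher expression of most of those in normal fibroblasts. In tumor fibroblasts *Tslp*, a cytokine that acts on dendritic cells, had a log2 value of 9.87 with *Ets2* and 4.22 in the *Ets2* null array. *Lcn2*, an iron-binding protein of epithelial and myeloid cells, was at 7.18 with *Ets2* and 3.67 without. *Dkk2*, a regulator of Wnt signaling, was higher without *Ets2*, at 7.23 against 4.90, and *Olr1*, a receptor for oxidized lipoprotein, at 6.03 against 3.24. The lower value of each of these pairs is below log2 6 and is not shown to be above background, the lower quartiles of the arrays being 4.01 to 4.09. In normal fibroblasts the genes above 4-fold in the *Ets2* null array included *Wfdc2*, a secreted protein of epithelia, at 8.42 against 5.85, and *Aldh1a7*, an aldehyde dehydrogenase, at 7.82 against 5.41. *Cldn4*, a tight junction protein of epithelial cells, was at 7.35 against 5.14. In *ErbB2* tumor fibroblasts 108 probe sets passed 4-fold, 9 higher and 99 lower in the *Ets2* null array, and they named 81 genes, 7 higher and 74 lower. The 7 include *Gt(ROSA)26Sor*, the locus of a reporter gene that the paper reports in a subset of the mice. In normal fibroblasts 30 probe sets passed, 24 higher and 6 lower, naming 22 genes, 17 higher and 5 lower. The robust SD of the differences over all probe sets was 0.270 in tumor fibroblasts and 0.225 in normal fibroblasts. At 2-fold the counts were 500 genes in tumor fibroblasts and 233 in normal fibroblasts, and at 8-fold 12 and 4. Of the 81 genes in tumor fibroblasts, 16 are not in Table S4, and of the 22 in normal fibroblasts, 8 are not in Table S3.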

Our analysis using samples from the *ErbB2* model yielded a similar tumor specific *Ets2-* dependent gene expression pattern, with 15 genes identified as differentially expressed in normal *Ets2* null fibroblasts isolated from 16-week old mice compared to controls, whereas 69 genes changed when *Ets2* was inactivated in *ErbB2* tumor associated fibroblasts (Fig. 3C, Fig. S2C, Table S3 and Table S4). In the *ErbB2* model 1 gene was commonly mis-regulated in between normal and tumor fibroblasts. 

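The gene past 4-fold in the same direction in both comparisons was *S100a3*, a calcium-binding protein of the S100 family, which was higher in both *Ets2* null arrays. Its log2 value was 6.38 in normal fibroblasts with *Ets2* and 9.83 in normal *Ets2* null fibroblasts, an 11.0-fold difference. It was 5.21 and 9.68 in the corresponding tumor fibroblasts. The *Ets2* null arrays are also the arrays with *Fsp-Cre*. A transgene sequence read by the *S100a3* probe set therefore cannot be told apart from an effect of *Ets2*. A further 9 genes passed 4-fold in both comparisons in opposite directions. Of these, 8 were higher in the normal *Ets2* null array and lower in the tumor *Ets2* null array, among them the keratins *Krt18*, *Krt8* and *Krt14*, the adhesion proteins *Epcam* and *Cd24a*, the desmosome protein *Dsp*, the chaperone *Clu* and the protease inhibitor *Serpinb2*. When a gene's probe sets were averaged, *Krt14* and *Dsp* fell short of 4-fold. Their differences were 1.46 and 1.61 in normal and -1.86 and -1.30 in tumor fibroblasts. With the higher array of each comparison required to be at log2 6 or more, 7 of the 9 genes remained. *Serpinb2*, at 3.60 and 5.84 in normal fibroblasts with and without *Ets2*, was lost. *Dsp*, at 5.99 and 3.82 in tumor fibroblasts with and without *Ets2*, was lost too. On single probe sets the log2 difference of *Krt18* was 3.57 in normal fibroblasts and -3.52 in tumor fibroblasts, that of *Krt14* 2.73 and -3.33, and that of *Clu* 2.26 and -3.07. *Epcam* passed on a dimmer probe set, at 2.45 and -2.85, and its brightest probe set differed by -0.31 and -0.21. *Ccn3*, a matricellular growth regulator, ran the other way, with a difference of -2.42 in normal fibroblasts and 2.94 in tumor fibroblasts. Markers of luminal epithelial cells, including *Krt7* and *Cldn4*, also moved with these genes, with differences of 1.35 and 2.21 in normal fibroblasts and of -2.23 and -1.55 in tumor fibroblasts. Independent lists of these sizes would share 0.0269 genes in the same direction and 0.0711 in opposite directions. Over all 18194 genes, which are not independent replicates, the differences in normal and tumor fibroblasts had a Pearson's r of -0.0565 and a Spearman's rho of 0.0582. Over the 10447 genes with a log2 value of 6 or more in the higher array of both comparisons, r was -0.119 and rho was -0.0179. The paper states that the *ErbB2* model gave a tumor-specific pattern of *Ets2*-dependent expression like that of the *PyMT* model.

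**Figure D1:**
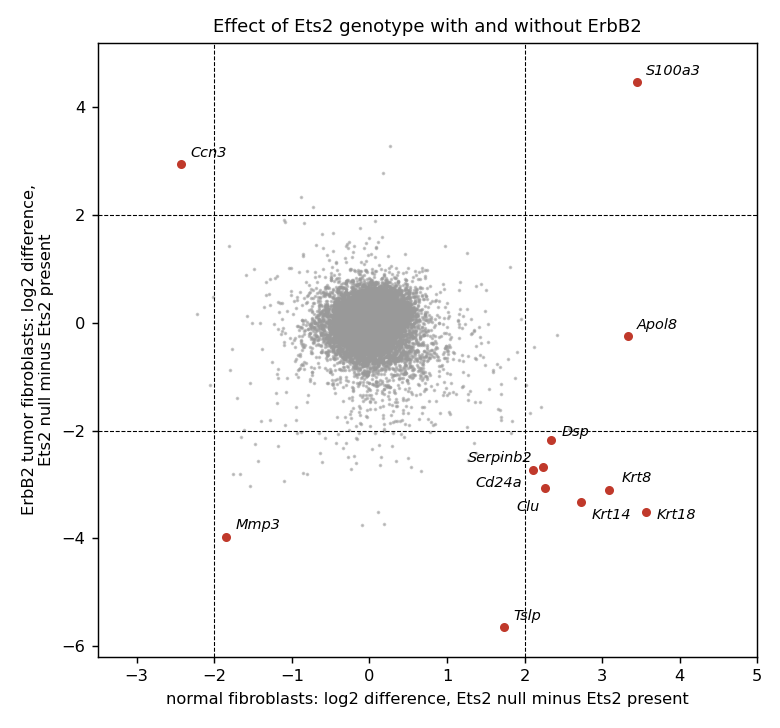
Log2 difference between *Ets2* null and *Ets2* present fibroblasts for each gene, in normal fibroblasts (x axis) and in *ErbB2* tumor fibroblasts (y axis), from 1 array per genotype, with named genes in red and dashed lines at 4-fold. *S100a3* lies in the upper right corner at 3.45 and 4.47, and the keratins lie in the lower right.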

(Fig. S2C). Quantitative real-time PCR (qRT-PCR) was used to confirm the microarray data, and>85% of the expression changes were verified in at least two independent sets of RNA from tumor fibroblasts isolated from either genetic model (Fig. S2E, S2F).

**Figure 3:**
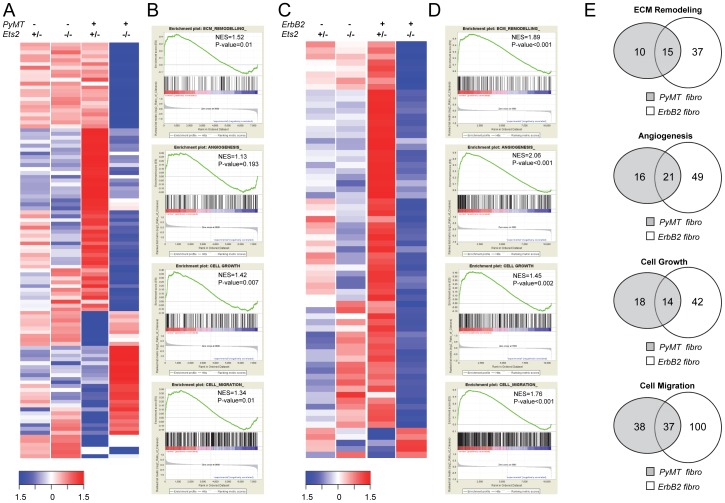
*Ets2* regulates tumor fibroblast specific transcription program. **A.** Heatmap representing expression levels of 107 upregulated and downregulated genes in *PyMT;Ets2^db/loxP^* vs. *PyMT;Fsp-Cre;Ets2^db/loxP^* fibroblasts in all indicated genotypes harvested from 9 week old mice (n = 1, Log fold change>2, Negative Log P value (NLP)>4.5). **B.** GSEA plots depicting ECM remodeling, angiogenesis, cell growth and cell migration to be enriched in *PyMT;Ets2^db/loxP^* fibroblasts as compared to *PyMT;Fsp-Cre;Ets2^db/loxP^* fibroblasts. NES: normalized enrichment score. **C.** Heatmap representing expression levels of 69 upregulated and downregulated genes in *ErbB2;Ets2^db/loxP^* vs. *ErbB2;Fsp-Cre;Ets2^db/loxP^* fibroblasts in all indicated genotypes harvested from 16 week old mice (n = 1, Log fold change>2). **D.** GSEA plots depicting ECM remodeling, angiogenesis, cell growth and cell migration to be enriched in *ErbB2;Ets2^db/loxP^* fibroblasts as compared to *ErbB2;Fsp-Cre;Ets2^db/loxP^* fibroblasts. NES: normalized enrichment score. **E.** Venn diagrams depicting the number of common genes in the leading edge subset of indicated GO categories enriched in *PyMT;Ets2^db/loxP^* fibroblasts (gray circles) and *ErbB2;Ets2^db/loxP^* fibroblasts (white circles).

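Genes of Table S4 that were lower without *Ets2* in tumor fibroblasts went both ways without *Ets2* in normal fibroblasts. Of the 64 such probe sets, 32 were above and 32 below 0 in normal fibroblasts, and 14 were more than 2-fold higher and 9 more than 2-fold lower in the normal *Ets2* null array. The 14 included the epithelial genes *Krt18*, *Krt8*, *Krt14*, *Epcam* and *Cd24a*, by 3.57, 3.48, 2.73, 2.45 and 2.44 on the log2 scale on their listed probe sets. *Tslp* was also higher in normal *Ets2* null fibroblasts, at 8.20 against 6.47. *Fgf13* and *Nppb*, a fibroblast growth factor homolog and a natriuretic peptide, were higher there by 1.69 and 1.27. For the mean of its probe sets *Fgf13* was higher by 0.92. *Rarres2*, the chemoattractant chemerin, had log2 values of 9.76 and 9.13 in normal fibroblasts with and without *Ets2*, and of 11.34 and 8.92 in the corresponding tumor fibroblasts, where it and *Fgf13* fell short of 4-fold for the mean of their probe sets, at -1.63 and -1.41. *Slpi*, a secreted inhibitor of leukocyte proteases, was at 10.26, 10.60, 11.19 and 8.61 in the same order. The median of the 64 probe sets was 7.26, 7.88, 8.69 and 6.15 in that order. The paper chose these genes for a 4-fold difference between the same tumor arrays, so that their values are high in tumor fibroblasts with *Ets2* and low in those without follows largely from that choice.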

Gene set enrichment analysis (GSEA) was used to analyze the data [24]. ECM remodeling, cell migration and cell growth-related gene sets were found to be significantly differentially expressed in *PyMT* tumor fibroblasts compared to cells lacking *Ets2* (Fig. 3B). Angiogenesis was another biological process affected by *Ets2* deletion, but the trend did not reach statistical significance (Fig. 3B). GSEA analysis of the *ErbB2* model identified ECM remodeling, cell migration, cell growth-related genes and angiogenesis to be significantly differentially regulated in tumor associated fibroblasts compared to *Ets2* null fibroblasts (Fig. 3D). 

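Lists made for this work, which are not the gene sets of the paper's GSEA, were compared by their medians. Genes of ECM proteases, structural ECM, angiogenesis and cell migration were lower as groups in the *Ets2* null array of *ErbB2* tumor fibroblasts. Genes of cell growth were not set apart from random lists. Of 41 measured ECM proteases and inhibitors, 12 were more than 2-fold lower and none was more than 2-fold higher, with a median log2 difference of -0.43. Of 48 structural ECM genes, 7 were more than 2-fold lower and 3 more than 2-fold higher, with a median of -0.22. They included *Prg4*, a lubricating proteoglycan, at -2.93, and *Sparcl1*, a matricellular glycoprotein, at -2.26. Of 77 migration genes, 21 were lower and 3 higher by that size, with a median of -0.31, and of 78 angiogenesis genes, 14 were lower and 1 higher, with a median of -0.28. The chemokine *Ccl6* and the acute-phase protein *Saa3* were the migration genes at -2.82 and -2.23. Of 58 growth genes, 9 were more than 2-fold lower and 4 higher, with a median of -0.06. A separate cell cycle list was lower, with 36 of 38 genes below 0 and a median of -0.50. Among 10000 random lists matched on mean expression, the medians of ECM proteases, angiogenesis and migration lay below every random list, that of structural ECM at percentile 0.010 and that of cell growth at percentile 16.6. Ribosomal proteins, a list expected to change little, were also set apart from random lists in tumor fibroblasts, on the higher side. Random lists do not keep together genes that move together. Lying outside the random lists is therefore a weak sign on its own. In normal fibroblasts the corresponding medians were -0.02 for ECM proteases, -0.33 for structural ECM, -0.06 for angiogenesis, -0.06 for migration and 0.02 for growth. Of these, the structural ECM list alone was set apart from random lists. Fibroblast and endothelial markers were also lower without *Ets2* in normal fibroblasts, with medians of -0.20 and -0.61. Luminal and basal epithelial markers were higher there, with medians of 0.20 and 0.46. Without the genes of Tables S3 and S4 the angiogenesis list was called lower in normal fibroblasts too, at -0.12 and percentile 0.010. Without markers of other cell types the angiogenesis list was not called there, at -0.01 and percentile 61.0. With the floor at log2 6 the ECM protease list was called lower in normal fibroblasts, at -0.11, and the growth list higher, at 0.07. Markers of other cell types also differed in tumor fibroblasts. Of 48 macrophage and myeloid genes, 31 were more than 2-fold lower in the *Ets2* null array, with a median of -1.36, while the median was -0.34 for luminal and -0.60 for basal epithelial genes, -0.61 for skeletal muscle, -0.55 for smooth muscle, pericyte and myofibroblast genes and -0.37 for endothelial genes. The lists are not separate: angiogenesis and migration share 21 genes, ECM proteases share 5 with each of them, structural ECM shares 13 with the fibroblast markers, angiogenesis 9 with the endothelial list and migration 7 with the myeloid list. Without markers of other cell types, 13 of 67 migration genes were more than 2-fold lower, with a median of -0.27. The median of 67 angiogenesis genes stayed at -0.28. Genes of other cells outside the marker lists, such as the platelet and macrophage chemokine *Pf4*, stay in. These medians therefore cannot exclude other cells as the source. The 29 fibroblast markers had a median of -0.08, at percentile 21.9. Without the genes of Tables S3 and S4, which were chosen on these arrays, the medians were -0.27 for ECM proteases, -0.19 for structural ECM, -0.18 for angiogenesis and -0.23 for migration, each still below percentile 2.5. The growth list fell below percentile 2.5 under 5 other settings, among them quantile normalization at 0.65 and the mean in place of the median at 0.38.

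**Figure D2:**
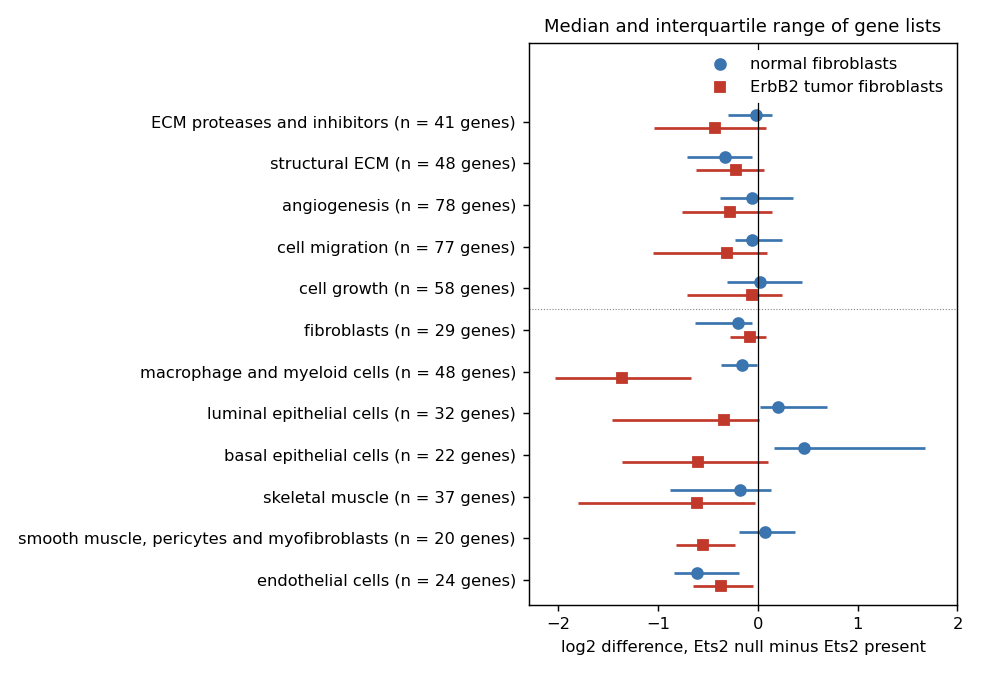
Median log2 difference, *Ets2* null minus *Ets2* present, of each gene list (points) with its interquartile range (lines), in normal fibroblasts (blue) and *ErbB2* tumor fibroblasts (red). The myeloid list has the lowest median in tumor fibroblasts, and the epithelial lists lie above 0 in normal and below 0 in tumor fibroblasts.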

To determine whether the same genes were driving the enrichment of these biological processes in the two different breast cancer models, the number of overlapping genes present in the leading edge subset for each gene ontology (GO) category was determined (Fig. 3E). Interestingly, between 15–20% of genes present in the leading edge subset of GO categories in the *PyMT* samples were also present in the leading edge in the *ErbB2* samples. This indicates that although *Ets2* may have unique targets that are specific to a particular oncogene, a significant portion of targets are regulated similarly by Ets2 independent of the oncogene. Manual annotation of differentially expressed genes in fibroblasts from both PyMT and ErbB2 models confirmed that genes known to be involved in angiogenesis and ECM remodeling were targets of *Ets2* (Fig. S2B and S2D).

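In *ErbB2* tumor fibroblasts, the matrix metalloproteinases *Mmp3*, *Mmp12* and *Mmp13* were lower without *Ets2*, 15.7-fold for *Mmp3* and 13.4-fold for *Mmp12*. The matrix metalloproteinases were not called lower as a group, with 6 of 14 above 0, but were called under 3 other settings. *Mmp3*, stromelysin, had log2 values of 12.26 with *Ets2* and 8.29 without in tumor fibroblasts, and of 9.87 and 8.02 in normal fibroblasts. *Mmp13*, a collagenase, was at 8.44 in tumor fibroblasts with *Ets2* and between 5.42 and 5.79 in the other arrays. The metalloproteinase *Adam8* and the lysosomal protease *Ctss* were 4.83-fold and 5.65-fold lower. *Mmp9*, a gelatinase that the paper also studies, differed by -1.04, short of 4-fold. Among angiogenesis genes, *Cd36*, a receptor for thrombospondin and fatty acids, was 13.3-fold lower without *Ets2*, and *Cxcl12*, a chemokine for endothelial and immune cells, 7.00-fold on its brightest probe set, with a difference of -1.83, short of 4-fold, for the mean of its probe sets. *Pf4*, an angiostatic chemokine of platelets and macrophages, was 6.37-fold lower, *Tgfb3*, a growth factor, 4.33-fold, and *Ntn4*, a laminin-related guidance protein, was at 5.44 against 7.94. *Vegfc*, a growth factor for lymphatic and blood vessels, was 4.19-fold lower on its listed probe set and 3.74-fold lower on its brighter probe set. *Vegfa*, the main vascular growth factor, differed by 0.11, and *Hgf*, a growth factor for epithelial and endothelial cells, was higher without *Ets2* by 1.27. In normal fibroblasts none of these genes passed 4-fold, and the largest differences were -1.85 for *Mmp3* and -1.76 for *Cxcl12*. *Cd68*, a macrophage marker, was 5.09-fold lower beside them in the *Ets2* null tumor fibroblasts, at 8.21 against 10.56. *Ctss* is also on the myeloid marker list. Leaving out markers of cell types other than fibroblasts took it alone from the ECM protease list. The median of the 40 genes left was -0.36. Genes that macrophages also express, such as *Pf4*, are not all on the marker list. This step therefore cannot tell fewer macrophages from lower expression by fibroblasts.

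**Figure D3:**
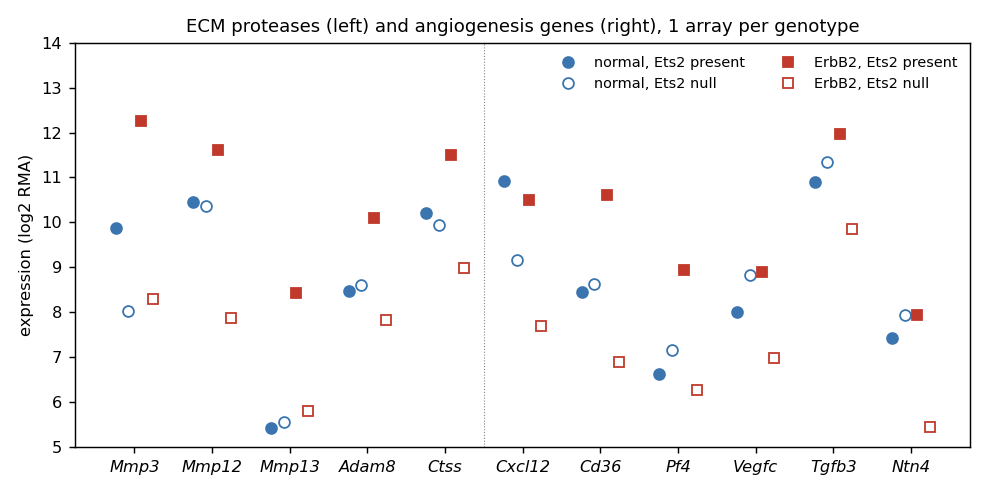
Log2 RMA expression of 5 ECM proteases (left) and 6 angiogenesis genes (right) in normal fibroblasts (blue circles) and *ErbB2* tumor fibroblasts (red squares), with *Ets2* (filled) and without (open), 1 array each. The genes shown are listed in Table S4 for a 4-fold lower value in tumor fibroblasts without *Ets2* on these same arrays. That every gene is lower there, as for *Mmp12* at 7.87 against 11.61, follows from that choice. *Vegfa* and *Hgf*, which were not lower, are not shown.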

### *Ets2* in Fibroblasts Promotes Angiogenesis in a Cell Autonomous Manner

To verify whether *Ets2* deletion in fibroblasts compromised angiogenesis as predicted by the microarray results, tumor vasculature was quantified by intracardiac or femoral vein injection of tomato lectin [33]. This analysis revealed a marked decrease in the vascular network in *Ets2*-deleted versus non-deleted control tumors in both the *PyMT* and *ErbB2* models (P<0.01, Fig. 4A, C). Additionally, staining using the endothelial cell specific marker CD31 revealed a decrease in the recruitment of new vasculature in *PyMT* or *ErbB2* tumors lacking *Ets2* in fibroblasts compared to controls (P<0.01, Fig. 4B, D, see S3A and S3B for additional representative images).

**Figure 4:**
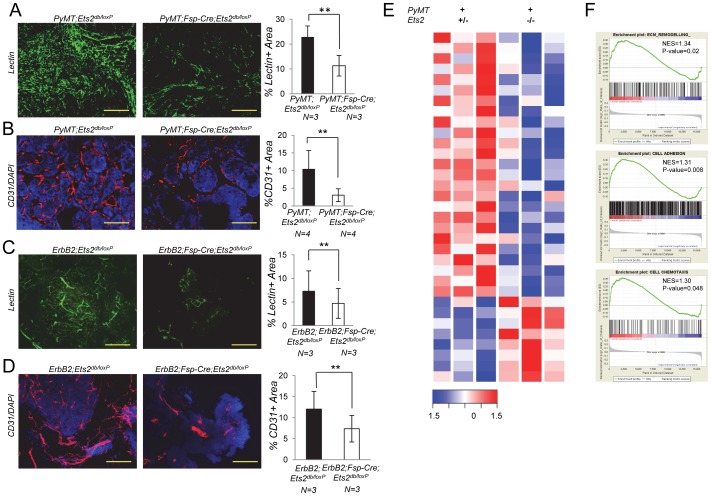
*Ets2* in fibroblasts controls tumor angiogenesis. **A.** Left: *in vivo* tumor vasculature visualized by intracardiac injection of FITC lectin (green). Scale bar, 200 µm. Right: graph represents percent lectin positive area quantified using ImageJ, Fiji(n = 3, bars represent means ± SD, ** P<0.01, Welch’s t-test assuming unequal variance). **B.** Left: immunofluorescence staining for CD31 (red) in mammary gland tumors from 10 week old *PyMT;Ets2^db/loxP^* and *PyMT;Fsp-Cre;Ets2^db/loxP^* mice. Scale bar, 200 µm. Slides were counterstained with DAPI (blue). Right: graph represents percent CD31 positive area quantified using ImageJ, Fiji (n = 3, bars represent means ± SD, **P<0.01, Welch’s t-test assuming unequal variance). **C.** Left: i*n vivo* tumor vasculature visualized by intrafemoral injection of DyLight 594 lectin (green). Scale bar, 200 µm. Right: graph represents percent lectin positive area quantified using ImageJ, Fiji (n = 3, bars represent means ± SD, ** P<0.01, Welch’s t-test assuming unequal variance). **D.** Left: immunofluorescence staining for CD31 (red) in mammary gland tumors from 16 week old *ErbB2;Ets2^db/loxP^* and *ErbB2;Fsp-Cre;Ets2^db/loxP^* mice. Scale bar, 200 µm. Slides were counterstained with DAPI (blue). Right: graph represents percent CD31 positive area quantified using ImageJ, Fiji (n = 3, bars represent means ± SD, **P<0.01, Welch’s t-test assuming unequal variance). **E.** Heatmap depicting the genes significantly differentially regulated in endothelial cells isolated from *PyMT;Ets2^db/loxP^* vs. *PyMT;Fsp-Cre;Ets2^db/loxP^* mammary glands harvested at 9 weeks (n = 3, fold change>2, *P≤0.05). **F.** GSEA plots depicting ECM remodeling, cell adhesion and cell chemotaxis to be enriched in endothelial cells isolated from *PyMT;Ets2^db/loxP^* mammary glands as compared to *PyMT;Fsp-Cre;Ets2^db/loxP^* mammary glands. NES: normalized enrichment score.

To better understand how *Ets2* function in tumor associated fibroblasts promotes angiogenesis, we isolated endothelial cells from the mammary glands of 9-week old *PyMT;Ets2^db/loxP^* and *PyMT;Fsp-Cre;Ets2^db/^* ^loxP^ mice and performed gene expression profiling on isolated endothelial cell RNA (Affymetrix Mouse Genome 430 2.0 GeneChip platform). Our comparison of endothelial cells from *PyMT;Ets2^db/loxP^* and *PyMT;Fsp-Cre;Ets2^db/^* ^loxP^ mammary glands (n = 3 biological replicates) identified 33 differentially regulated genes (fold change>2, P<0.05, Fig. 4E, Table S5). Using GSEA we observed differential regulation of genes involved in ECM remodeling, cell adhesion and cell chemotaxis in tumor endothelial cells when *Ets2* was deleted in fibroblasts (Fig. 4F). Although further analysis is required to determine the exact mechanism by which *Ets2* signaling in fibroblasts affects endothelial cells, our results highlight crosstalk among these different cells in the tumor microenvironment.

To experimentally establish whether these effects on angiogenesis were dependent on the cell autonomous function of *Ets2* in fibroblasts, we isolated primary *PyMT* tumor fibroblasts with or without *Ets2* and used these cells for an *in vivo* matrigel plug angiogenesis assay (Fig. 5A) [34], [35]. Matrigel containing *PyMT;Ets2^db/loxP^* and *PyMT;Fsp-Cre;Ets2^db/loxP^* tumor fibroblasts was injected subcutaneously into opposite flanks of syngeneic mice, and plugs were harvested 5 days later for analysis by CD31 staining. These experiments revealed that fibroblasts containing *Ets2* promoted recruitment of endothelial cells more efficiently than fibroblasts lacking *Ets2* (P<0.01, Fig. 5B). The results directly implicate *Ets2* as a driving factor in tumor fibroblasts in *de novo* blood vessel formation. *Mmp9*, a gene directly regulated by *Ets2* [15], is known to play a critical role in angiogenesis, including in the release of active VEGF-A in the ECM [36]. To determine if MMP9 activity was also dependent on *Ets2* function in fibroblasts irrespective of tumor cells, matrigel plugs were analyzed by *in situ* zymography, revealing a 2-fold decrease in MMP9 activity when *Ets2* was deleted in tumor fibroblasts (P<0.01, Fig. 5C). The results of these *in vivo* experiments supports the cell autonomous role of fibroblast *Ets2* in ECM remodeling and angiogenesis.

**Figure 5:**
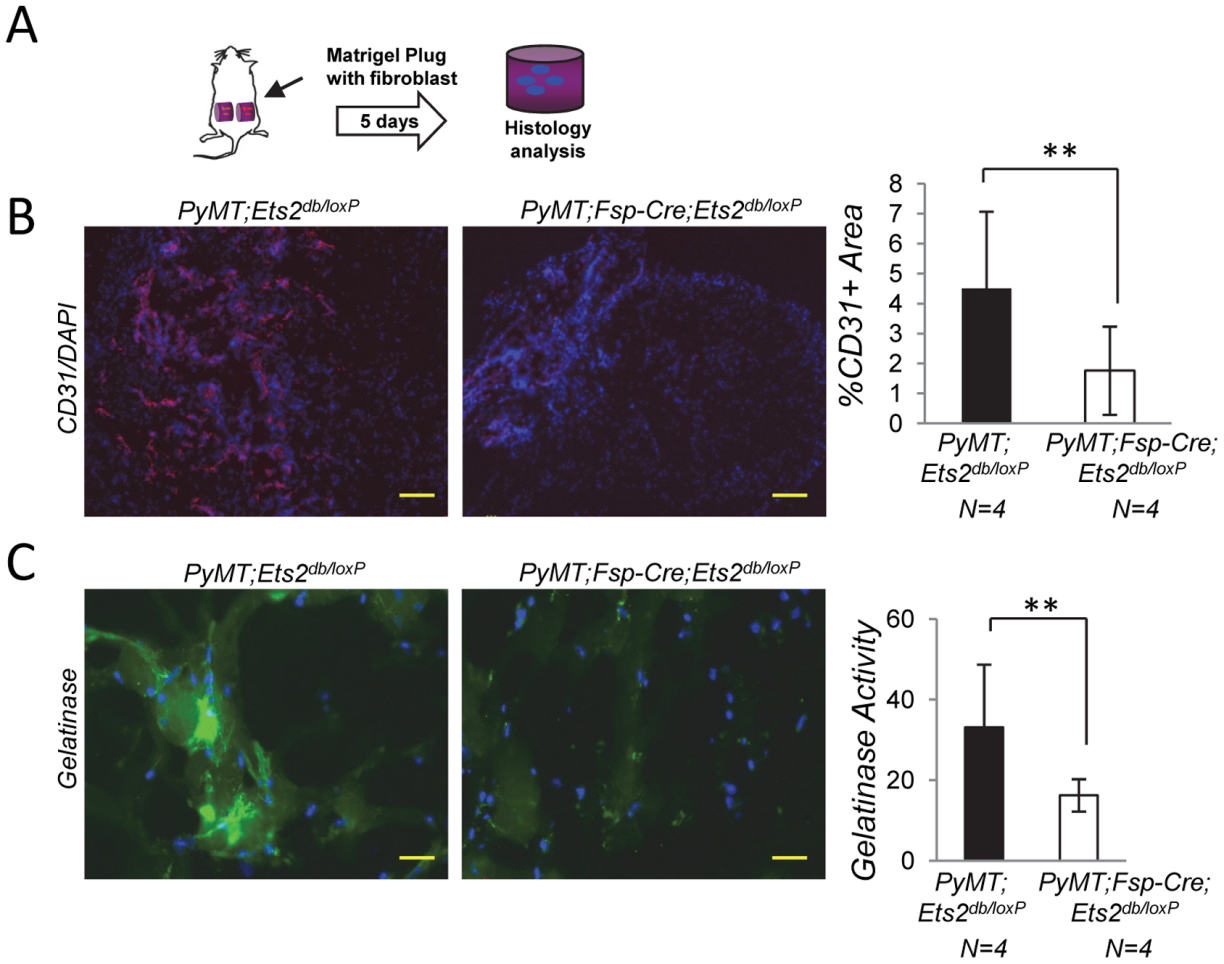
*Ets2* regulation of angiogenesis and ECM remodeling is tumor cell independent. **A.** Experimental strategy of matrigel plug assay. **B.** Left: CD31 staining (red) in matrigel plugs containing either *PyMT;Ets2^db/loxP^* or *PyMT;Fsp-Cre;Ets2^db/loxP^* tumor fibroblasts. Scale bar, 200 µm. Slides were counterstained with DAPI (blue). Right: graph represents percent CD31 positive area quantified using MetaMorph Software (n = 4, bars represent means ± SD, **P<0.01, Welch’s t-test assuming unequal variance). **C.** Right: gelatinase *in situ* zymography for MMP9 activity (green) of matrigel plugs containing primary fibroblasts of indicated genetic groups. Scale bar, 50 µm. Right: graph representing fluorescence intensity quantified using MetaMorph Software (n = 4, bars represent means ± SD, **P<0.01, Welch’s t-test assuming unequal variance).

### *Ets2* Fibroblast Gene Signatures are Represented in Human Breast Cancer Stroma and Correlate with Worsened Patient Outcomes

To evaluate the relevance of our findings to human breast cancer, we compared the *PyMT* driven *Ets2*-dependent fibroblast transcriptome to gene expression data derived from laser-captured human breast tumor stroma and normal stroma [6]. The expression of the human orthologs of 38 genes regulated by *Ets2* in the *PyMT* model (see Materials and Methods) could significantly distinguish human breast tumor stroma from normal stroma compared to 10,000 random gene lists (P = 0.00085, Fig. 6A). Similar results were observed when Principal Component Analysis (PCA) was used (Fig. S4A). Importantly, the *Ets2* gene signature enriched in human tumor stroma correlated with poor patient outcome in two independent and well-annotated whole tumor breast cancer gene expression datasets, the NKI and Stockholm datasets [37], [38], (Fig. 6C and Fig. S4C); the 38-gene *Ets2* expression signature also correlated with patient outcome in the McGill dataset (Fig. S4C).

**Figure 6:**
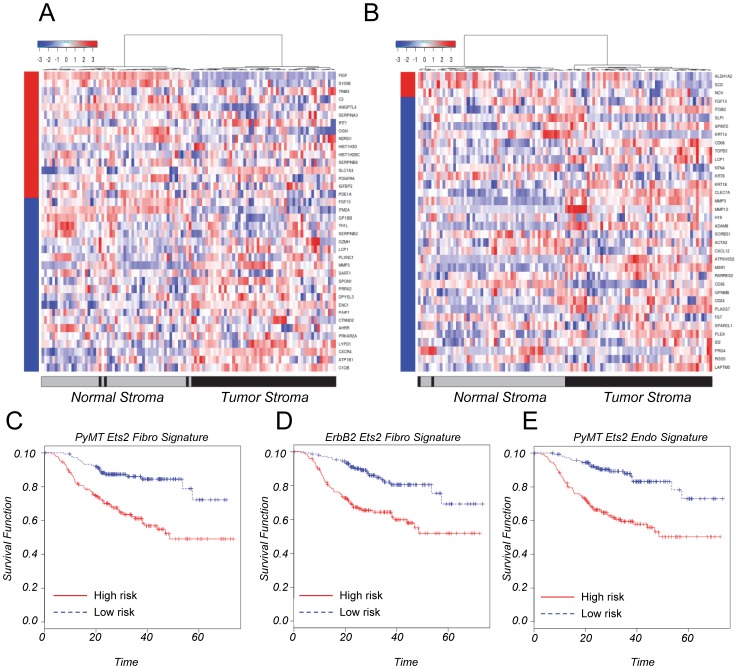
*Ets2* gene signatures are represented in human breast tumor stroma. **A.** Heat map displaying the expression of the human orthologs of the *PyMT* derived 38-gene *Ets2* signature in normal- and tumor-stroma from human breast cancer patients. 16 genes were upregulated (denoted by red bar on the y-axis) and 22 genes were downregulated (denoted by the blue bar on the y-axis) in *Ets2* null tumor fibroblasts. Red and blue regions inside the heat map indicate relative gene expression levels (red, increased and blue, decreased) between the normal and tumor stroma (P = 0.00085, one-sided Wilcoxon rank sum test, based on 10,000 permutations). **B.** Heat map displaying the expression of the human orthologs of the *ErbB2* derived 36-gene *Ets2* signature in normal- and tumor-stroma from human breast cancer patients. 3 genes were upregulated (denoted by red bar on the y-axis) and 33 genes were downregulated (denoted by the blue bar on the y-axis) in *Ets2* null tumor fibroblasts. Red and blue regions inside the heat map indicate relative gene expression levels (red, increased and blue, decreased) between the normal and tumor stroma (P = 0.00004, one-sided Wilcoxon rank sum test, based on 10,000 permutations). **C.** Expression of the 29 *PyMT*-driven *Ets2*-dependent genes present in the NKI whole tumor data set correlates with patient outcome. Kaplan-Meier curves of high risk and low risk groups based on expression of the 29 *Ets2* tumor specific genes (**P<0.0001). **D.** Expression of the 30 *ErbB2*-driven *Ets2*-dependent genes present in the NKI whole tumor data set correlates with patient outcome. Kaplan-Meier curves of high risk and low risk groups based on expression of the 30 *Ets2* tumor specific genes (**P<0.0001). **E.** Expression of the 7 endothelial cell genes dependent on *Ets2* fibroblast signaling present in the NKI whole tumor data set correlates with patient outcome. Kaplan-Meier curves of high risk and low risk groups based on expression of the 7 endothelial cell genes (**P<0.0001).

The *ErbB2* derived *Ets2* tumor fibroblast gene signature was also compared to human breast cancer stroma (see Materials and Methods). The 36 gene signature was found to be significantly enriched in human breast tumor stroma with only 2 patients mis-categorizing (P = 0.00004, Fig. 6B). PCA confirmed the result (Fig. S4B). The expression of these 36 genes was significantly correlated with patient outcomes in the NKI dataset, as well as in the Stockholm and McGill datasets (Fig. 6D and Fig. S4D, respectively).

In contrast to the results we obtained using our fibroblast gene signatures, the endothelial cell gene signature was not able to distinguish human breast tumor stroma from normal stroma (Fig. S5A, S5B). However, 9 variably expressed genes (variance cutoff>0.5, see Materials and Methods) used for the analysis were able to significantly predict patient outcome in the NKI data set, as well as in the Stockholm and McGill datasets (Fig. 6E and Fig. S5C, respectively).

## Conclusions

The tumor fibroblast is critical to breast tumor progression and metastasis, and may provide novel therapeutic opportunities for cancer treatment. In this context, the results presented here provide three significant and inter-related conceptual advances for the breast tumor microenvironment field.

First, the genetic studies demonstrate that *Ets2* regulates an oncogenic gene expression program in tumor stromal fibroblasts that promotes tumor growth. This role of *Ets2* is specific to the stroma since *Ets2* is dispensable for tumor progression in malignant epithelial cells. Although the exact genes regulated by *Ets2* in mammary fibroblasts vary depending on the oncogenic signals coming from the tumor cell, there is a significant overlap of target genes and the overall outcome of increased tumor growth and tumor angiogenesis remain consistent with both oncogenes tested. The activation of *Ets2* stromal fibroblast-specific expression programs represents one mechanism by which the tumor co-opts the microenvironment to serve in its progression to malignancy.

The lack of *Ets2* function in the tumor cells shown here is consistent with a previous report from the Oshima lab [13]. Careful examination of this earlier study indicated that the activity of *MMTV-Cre* utilized was highly mosaic and thus inefficient recombination of the DNA binding region of this *Ets2* allele could account for the apparent lack of *Ets2* function in epithelial cells. In the current work, we used a different *Ets2* conditional allele targeting exons 3–5 configured so that only one floxed allele needs to undergo recombination mediated by *MMTV-Cre*. Our study, ensuring more efficient recombination of the conditional *Ets2* allele, unequivocally demonstrates that *Ets2* is not required in mammary tumor cells in the *PyMT* model employed in both studies. Functional redundancy of *Ets2* with other *Ets*-family members and/or collaborating transcription factors could account for the lack of a significant effect on tumor growth in epithelial cells. Studies in colon cancer mouse models and more recently in human prostate cancer samples provide evidence that *Ets2* can also function as a tumor suppressor gene [39], [40], [41]. In either scenario, cell context is critical in determining whether *Ets2* promotes tumor progression.

A second significant finding presented here is that the consequence of inactivating this *Ets2*-driven stromal program is tumor specific, sparing normal development of the mammary gland. Comparisons with human stromal gene expression demonstrate the mouse *Ets2* pathway functions in human breast cancer progression and correlates with worsened patient outcomes. The results of the matrigel plug assay results imply that fibroblasts acquire a tumor associated “memory” likely dependent on epigenetic changes in these cells, and responsible for the constitutive activation of fibroblasts. Targeting *Ets2*-dependent DNA and histone modifications in tumor associated fibroblasts may lead to more effective treatments in patients with breast tumors without toxicity to normal tissues [42].

Finally, the *Ets2* mechanism involves the activation of a gene expression program that leads to increased angiogenesis. Targeting the tumor vasculature remains an attractive therapeutic target. However, current strategies in which single molecules like VEGF are targeted have demonstrated limited success clinically. Our results indicate that the changes in tumor angiogenesis observed *in vivo* are likely regulated by the cumulative action of many *Ets2* target genes acting in concert. Defining and targeting the pathway hubs controlled by *Ets2* provides an alternative strategy that should be more effective at altering multiple cell-cell and cell-matrix interactions required for tumor angiogenesis.

In conclusion, we have identified *Ets2* as a fibroblast-specific effector of tumor growth through a mechanism that involves increased tumor angiogenesis. The results emphasize the potential utility of identifying tumor-dependent, stromal-specific targets for therapeutic intervention in human breast cancer.

## Supporting Information

Figure S1 **A.** X-gal staining of 10 week old mammary glands from *PyMT;Ets2^db/loxP^*, *PyMT;Fsp-Cre;Ets2^db/loxP^* and *PyMT;MMTV-Cre;Ets2^db/loxP^* animals. Scale bar, 50 µm. **B.** Genotyping of *Ets2* allele in epithelial cells from indicated genetic groups. **C.** Western blot analysis of ETS2 protein levels in fibroblasts isolated from *PyMT;Ets2^db/loxP^* and *PyMT;Fsp-Cre;Ets2^db/loxP^* mice, α-tubulin blotted as loading control. **D**. Immunofluorescence staining of cultured mammary fibroblasts from *PyMT;Ets2^db/loxP^* (left panel) and *PyMT;Fsp-Cre;Ets2^db/loxP^* mice (right panel) with vimentin (green) and anti-phospho-Ets2^T72^ (red) antibodies demonstrates an efficient *Fsp-cre*-mediated deletion of *Ets2* in stromal fibroblasts. Cells were counterstained with 4,6-diamidino-2-phenylindole (DAPI) (blue). Scale bar, 50 µm. **E.** Graph representing percentage of cleaved caspase-3 positive tumor cells in *PyMT;Ets2^db/loxP^* and *PyMT;Fsp-Cre;Ets2^db/loxP^* mammary glands (n = 2, bars represent means ± SD, P>0.05, Welch’s t-test assuming unequal variance). **F.** Whole mount carmine staining of inguinal mammary glands from 6 week old *Ets2^db/loxP^* and *Fsp-Cre;Ets2^db/loxP^* mice. L.N., lymph node. Scale bar, 2mm. **G.** Whole mount carmine staining of inguinal mammary glands from 14 days pregnant *Ets2^db/loxP^* and *Fsp-Cre;Ets2^db/loxP^* mice. L.N., lymph node. Scale bar, 2mm. **H.** Whole mount carmine staining of inguinal mammary glands from 6 week old *PyMT;Ets2^db/loxP^* and *PyMT;Fsp-Cre;Ets2^db/loxP^* mice. L.N., lymph node. Scale bar, 2mm.
(TIF) Click here for additional data file.

Figure S2 **A.** Venn diagram depicting the number of similarly regulated genes in normal fibroblasts (*Ets2^db/loxP^* vs. *Fsp-Cre;Ets2^db/loxP^*, gray circle) and tumor fibroblasts (*PyMT;Ets2^db/loxP^* vs. *PyMT;Fsp-Cre;Ets2^db/loxP^*, white circle) harvested from 9 week old mice. **B.** Functional annotation of tumor-specific (*PyMT;Ets2^db/loxP^* vs. *PyMT;Fsp-Cre;Ets2^db/loxP^*) target genes of *Ets2*. **C.** Venn diagram depicting number of similarly regulated genes in normal fibroblasts (*Ets2^db/loxP^* vs. *Fsp-Cre;Ets2^db/loxP^*, gray circle) and tumor fibroblasts (*ErbB2;Ets2^db/loxP^* vs. *ErbB2;Fsp-Cre;Ets2^db/loxP^*, white circle) harvested from 16 week old mice. **D.** Functional annotation of tumor-specific (*ErbB2;Ets2^db/loxP^* vs. *ErbB2;Fsp-Cre;Ets2^db/loxP^*) target genes of *Ets2*. **E, F.** Quantitative RT-PCR analysis of indicated genes in independent primary fibroblasts of indicated genotypes. Gene expression is normalized to *Rpl4* expression, and graphed as fold difference between genotypes (values are means between duplicates of one representative sample ± SD).
(TIF) Click here for additional data file.

Figure S3 **A.** Immunofluorescence staining for CD31 (red) in mammary gland tumors from 10 week old *PyMT;Ets2^db/loxP^* (panels on the left) and *PyMT;Fsp-Cre;Ets2^db/loxP^* mice (panels on the right) shows a decrease in tumor angiogenesis when *Ets2* is deleted in stromal fibroblasts. Scale bar, 200 µm. Slides were counterstained with DAPI (blue). **B.** Immunofluorescence staining for CD31 (red) in mammary gland tumors from 16 week old *ErbB2;Ets2^db/loxP^* (panels on the left) and *ErbB2;Fsp-Cre;Ets2^db/loxP^* mice (panels on the right) shows a decrease in tumor angiogenesis when *Ets2* is deleted in stromal fibroblasts. Scale bar, 200 µm. Slides were counterstained with DAPI (blue).
(TIF) Click here for additional data file.

Figure S4 **A.** Principal Component Analysis (PCA) to show separation of tumor stroma (n = 49, black circles) and normal stroma (n = 52, gray circles) using 38-gene subset *PyMT*-driven *Ets2* signature. **B.** Principal Component Analysis (PCA) to show separation of tumor stroma (n = 49, black circles) and normal stroma (n = 52, gray circles) using 36-gene subset *ErbB2*-driven *Ets2* signature. **C.** Expression of the 38 and 36 *PyMT*-driven *Ets2*-dependent genes present in the McGill (left panel) and Stockholm (right panel) stroma and whole tumor data sets, respectively, correlate with patient outcome. Kaplan-Meier curves of high risk and low risk groups based on expression of the 38 and 36 *Ets2* tumor specific genes (*P<0.05 for McGill data set and *P≤0.05 for Stockholm data set). **D.** Expression of the 36 and 33 *ErbB2*-driven *Ets2*-dependent genes present in the McGill (left panel) and Stockholm (right panel) stroma and whole tumor data sets, respectively, correlate with patient outcome. Kaplan-Meier curves of high risk and low risk groups based on expression of the 36 and 33 *Ets2* tumor specific genes (*P<0.05 for McGill data set and *P≤0.05 for Stockholm data set).
(TIF) Click here for additional data file.

Figure S5 **A.** Heat map displaying the expression of the human orthologs of the *PyMT* derived fibroblast *Ets2*-dependent endothelial cell 9 gene signature in normal- and tumor-stroma from human breast cancer patients. Red and blue regions inside the heat map indicate relative gene expression levels (red, increased and blue, decreased) between the normal and tumor stroma. (P = 0.1014, one-sided Wilcoxon rank sum test, based on 10,000 permutations). **B.** Principal Component Analysis (PCA) to show separation of tumor stroma (n = 49, black circles) and normal stroma (n = 52, gray circles) with 9 gene fibroblast *Ets2* dependent endothelial cell signature. **C.** Expression of 7 *PyMT*-driven *Ets2*-dependent genes in endothelial cells present in the McGill (left panel) and Stockholm (right panel) stroma and whole tumor data sets, respectively, correlate with patient outcome. Kaplan-Meier curves of high risk and low risk groups based on expression of 7 *Ets2* tumor-specific genes in endothelial cells (*P<0.05 for McGill data set and *P<0.05 for Stockholm data set).
(TIF) Click here for additional data file.

Table S1 **Comparison of gene expression changes in fibroblasts from 9–10 week old** ***Ets2^db/loxP^*** **and** ***Fsp-Cre;Ets2^db/loxP^*** **mice identifies 22 genes differentially expressed upon loss of** ***Ets2*** **(Log fold change>2 and negative log p-value (NLP)>4.5).**
(DOCX) Click here for additional data file.

Table S2 **Gene expression analysis of tumor associated fibroblasts from 9–10 week old** ***PyMT;Ets2^db/loxP^*** **and** ***PyMT;Fsp-Cre;Ets2^db/loxP^*** **mice reveals the differential expression of 107 genes with** ***Ets2*** **ablation in fibroblasts (Log fold change>2 and NLP>4.5).**
(DOCX) Click here for additional data file.

Table S3 ** Comparison of gene expression changes between normal fibroblasts from 16 week old** ***Ets2^db/loxP^*** **and** ***Fsp-Cre;Ets2^db/loxP^*** **mice identifies 15 genes regulated by** ***Ets2*** **(Log fold change>2).**
(DOCX) Click here for additional data file.

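Table S3 pairs each gene with its log2 RMA value in the array of normal fibroblasts with *Ets2* and in that of normal *Ets2* null fibroblasts. *Apol8*, an apolipoprotein L family member, had log2 values of 4.19 and 7.53 in these arrays, and 4.15 and 3.90 in tumor fibroblasts with and without *Ets2*, so its difference was seen in normal fibroblasts. The 5 genes lower in the normal *Ets2* null array included *Medag*, a gene of adipocyte differentiation, at 6.09 against 8.32, and *Sfrp2*, a secreted regulator of Wnt signaling, at 6.33 against 8.38. *Lgi2*, a secreted leucine-rich repeat protein, was at 5.88 against 7.90 on its brightest probe set, and differed by -1.46 for the mean of its probe sets. *Ndrg1*, a stress-responsive gene, differed by -2.08 on its listed probe set and by -1.60 on its brightest. The largest difference of the table, 4.10, was on a probe set shared by several genes, which differed by -2.96 in tumor fibroblasts. Of the 10 probe sets higher in the normal *Ets2* null array, 9 were below 0 in tumor fibroblasts, 8 by more than 2-fold, with a median log2 difference of -2.91. Of the 5 lower in the normal *Ets2* null array, 4 were above 0 in tumor fibroblasts. Marker genes of epithelial cells were higher beside them in normal *Ets2* null fibroblasts, with a median difference of 0.20 over 32 luminal genes and 0.46 over 22 basal genes. Among them were *Perp*, a desmosomal protein, at 1.84, and the keratin *Krt5*, at 1.68. All 15 probe sets of the table passed 4-fold in the deposited values, and the largest gap between a listed and a recomputed log2 fold was 0.00039.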

Table S4 **Gene expression analysis of tumor associated fibroblasts from 16 week old** ***ErbB2;Ets2^db/loxP^*** **and** ***ErbB2;Fsp-Cre;Ets2^db/loxP^*** **mice reveals the differential expression of 69 genes when** ***Ets2*** **is deleted in fibroblasts (Log fold change>2).**
(DOCX) Click here for additional data file.

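Table S4 lists log2 RMA values of tumor fibroblasts with and without *Ets2*. Genes of myeloid cells were many among those lower without *Ets2*, such as *Clec7a*, a receptor for fungal glucans, at 6.37 against 8.83, *Tyrobp*, a signaling adaptor, at 8.04 against 10.27, and *Gpnmb*, a glycoprotein of macrophages, at 8.91 against 10.95, which fell short of 4-fold under 3 other settings. Contractile genes of striated muscle were also lower, with *Mylpf* and *Myl1*, myosin light chains of skeletal muscle, at -3.03 and -2.80, and the cardiac isoforms *Actc1*, an actin, at -2.79, and *Tnnt2*, a troponin, at -2.58 on its brightest probe set and -1.64 for the mean of its probe sets. In normal fibroblasts these myeloid genes differed by -0.19, -0.31 and 0.08, and *Mylpf* and *Myl1* by -1.54 and -1.66. Of the 31 myeloid markers that are not in Tables S3 and S4, the median difference in tumor fibroblasts was -0.88, and of the 32 such skeletal muscle genes it was -0.44. The genes higher without *Ets2* in tumor fibroblasts included *Scd2*, a fatty acid desaturase, which was 3.66-fold higher on its brightest probe set and 4.34-fold on another, and *Aldh1a2*, a retinoic acid synthesis enzyme, at 6.79 against 4.63. All 69 probe sets of the table passed 4-fold in the deposited values, with a largest gap of 0.00049 between listed and recomputed log2 folds.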

Table S5 **List of 33 differentially expressed genes in endothelial cells from 9–10 week** ***PyMT;Ets2^db/loxP^*** **and** ***PyMT;Fsp-Cre;Ets2^db/loxP^*** **mice as a consequence of** ***Ets2*** **function in PyMT tumor associated fibroblasts (Log fold change>2).**
(DOCX) Click here for additional data file.

Table S6 **List of qRT-PCR primers and probes used for confirmation of gene expression changes.**
(DOCX) Click here for additional data file.

# Supplementary material for: Ets2 in Tumor Fibroblasts Promotes Angiogenesis in Breast Cancer
**Source:** PLoS One. 2013 Aug 16;8(8):e71533. doi: 10.1371/journal.pone.0071533
**Supplement:** Table S1 — Comparison of gene expression changes in fibroblasts from 9–10 week old Ets2db/loxP and Fsp-Cre;Ets2db/loxP mice identifies 22 genes differentially expressed upon loss of Ets2 (Log fold change>2 and negative log p-value (NLP)>4.5).

**Table S1. 22 genes Regulated by Ets2 in normal 9-10-week mammary fibroblasts.**

| **Probeset** | **NLP** | **Ets2+-N** | **Ets2--N** | **GENE** | **Log Fold Change** |
| --- | --- | --- | --- | --- | --- |
| 1449832_at | 5.44 | 3.316 | 5.407 | 1700091H14Rik | 2.091 |
| 1416200_at | 7.13 | 7.332 | 9.767 | 9230117N10Rik | 2.435 |
| 1427974_s_at | 4.60 | 4.051 | 6.844 | Cacna1d | 2.793 |
| 1417795_at | 4.60 | 3.982 | 6.909 | Chl1 | 2.927 |
| 1455435_s_at | 4.60 | 6.056 | 8.090 | Chdh | 2.034 |
| 1437458_x_at | 6.28 | 5.818 | 8.395 | Clu | 2.577 |
| 1422592_at | 5.44 | 6.199 | 3.742 | Ctnnd2 | -2.457 |
| 1450839_at | 4.60 | 6.286 | 8.338 | D0H4S114 | 2.052 |
| 1419332_at | 7.13 | 6.062 | 8.797 | Egfl6 | 2.735 |
| 1424007_at | 8.82 | 9.857 | 12.086 | Gdf10 | 2.229 |
| 1421973_at | 4.60 | 4.157 | 6.282 | Gfra1 | 2.125 |
| 1427300_at | 7.13 | 9.024 | 11.511 | Lhx8 | 2.487 |
| 1423607_at | 8.82 | 9.261 | 11.622 | Lum | 2.361 |
| 1424234_s_at | 4.60 | 4.603 | 2.554 | Meox2 | -2.049 |
| 1425521_at | 7.13 | 7.711 | 4.244 | Paip1 | -3.467 |
| 1418759_at | 4.60 | 3.798 | 6.354 | Ptpn20 | 2.556 |
| 1421856_at | 4.60 | 3.141 | 7.397 | S100a3 | 4.256 |
| 1450826_a_at | 7.97 | 7.676 | 9.698 | Saa3 | 2.022 |
| 1448301_s_at | 8.82 | 5.549 | 7.763 | Serpinb1a | 2.214 |
| 1417979_at | 7.13 | 8.460 | 4.252 | Tnmd | -4.208 |
| 1456319_at | 4.60 | 4.621 | 7.518 | X83313 | 2.897 |

NLP: Negative log P value. Expression level is represented in log2. Fold change is log2.

# Supplementary material for: Ets2 in Tumor Fibroblasts Promotes Angiogenesis in Breast Cancer
**Source:** PLoS One. 2013 Aug 16;8(8):e71533. doi: 10.1371/journal.pone.0071533
**Supplement:** Table S2 — Gene expression analysis of tumor associated fibroblasts from 9–10 week old PyMT;Ets2db/loxP and PyMT;Fsp-Cre;Ets2db/loxP mice reveals the differential expression of 107 genes with Ets2 ablation in fibroblasts (Log fold change>2 and NLP>4.5).

**Table S2. 107 genes regulated by Ets2 in 9-10 week PyMT tumor associated fibroblasts.**

NLP: Negative log P value. Expression level is represented in log2. Fold change is log2.

# Supplementary material for: Ets2 in Tumor Fibroblasts Promotes Angiogenesis in Breast Cancer
**Source:** PLoS One. 2013 Aug 16;8(8):e71533. doi: 10.1371/journal.pone.0071533
**Supplement:** Table S3 — Comparison of gene expression changes between normal fibroblasts from 16 week old Ets2db/loxP and Fsp-Cre;Ets2db/loxP mice identifies 15 genes regulated by Ets2 (Log fold change>2).

**Table S3. 15 genes Regulated by Ets2 in wild-type 16-week mammary fibroblasts.**

| **Probeset** | **Ets2+-N** | **Ets2--N** | **GENE** | **Log Fold Change** |
| --- | --- | --- | --- | --- |
| 1452244_at | 8.316 | 6.095 | 6330406I15 | -2.222 |
| 1441054_at | 4.194 | 7.528 | Apol8 | 3.334 |
| 1439036_a_at | 5.264 | 7.391 | Atp1b1 | 2.127 |
| 1448182_a_at | 5.614 | 8.058 | Cd24a | 2.443 |
| 1437689_x_at | 6.477 | 8.763 | Clu /// LO | 2.285 |
| 1416579_a_at | 5.381 | 7.833 | Epcam | 2.452 |
| 1423935_x_at | 5.543 | 8.268 | Krt14 | 2.725 |
| 1448169_at | 5.212 | 8.781 | Krt18 | 3.569 |
| 1423691_x_at | 5.920 | 9.397 | Krt8 | 3.477 |
| 1457040_at | 7.896 | 5.877 | Lgi2 | -2.019 |
| 1423413_at | 7.337 | 5.257 | Ndrg1 | -2.080 |
| 1426851_a_at | 8.195 | 5.727 | Nov | -2.469 |
| 1427760_s_at | 8.296 | 12.398 | Prl2c2 /// | 4.102 |
| 1421856_at | 6.380 | 9.834 | S100a3 | 3.454 |
| 1448201_at | 8.378 | 6.328 | Sfrp2 | -2.050 |

Expression level is represented in log2. Fold change is log2.

# Supplementary material for: Ets2 in Tumor Fibroblasts Promotes Angiogenesis in Breast Cancer
**Source:** PLoS One. 2013 Aug 16;8(8):e71533. doi: 10.1371/journal.pone.0071533
**Supplement:** Table S4 — Gene expression analysis of tumor associated fibroblasts from 16 week old ErbB2;Ets2db/loxP and ErbB2;Fsp-Cre;Ets2db/loxP mice reveals the differential expression of 69 genes when Ets2 is deleted in fibroblasts (Log fold change>2).

**Table S4. 69 genes regulated by Ets2 in 16 week ErbB2 tumor associated fibroblasts.**

Expression level is represented in log2. Fold change is log2.

# Supplementary material for: Ets2 in Tumor Fibroblasts Promotes Angiogenesis in Breast Cancer
**Source:** PLoS One. 2013 Aug 16;8(8):e71533. doi: 10.1371/journal.pone.0071533
**Supplement:** Table S5 — List of 33 differentially expressed genes in endothelial cells from 9–10 week PyMT;Ets2db/loxP and PyMT;Fsp-Cre;Ets2db/loxP mice as a consequence of Ets2 function in PyMT tumor associated fibroblasts (Log fold change>2).

**Table S5. 33 genes differentially expressed in endothelial cells from 9-10 week *PyMT; ets2^db/loxP^* vs. *PyMT; Fsp-cre; ets2^db/loxP^* as a consequence of Ets2 function in PyMT tumor associated fibroblasts.**

| **Probeset** | **P-value** | **Average Ets2+-T** | **Average Ets2--T** | **Gene_Symbol** | **Log Fold Change** |
| --- | --- | --- | --- | --- | --- |
| 1442358_at | 0.02 | 6.83 | 5.76 | AA409587 | -1.0662 |
| 1443639_at | 0.04 | 4.64 | 5.84 | Apcdd1 | 1.206 |
| 1435761_at | 0.03 | 7.57 | 6.45 | BC100530 | -1.116 |
| 1427434_at | 0.03 | 6.64 | 5.62 | Birc1f | -1.0252 |
| 1437726_x_at | 0.02 | 12.04 | 10.75 | C1qb | -1.2953 |
| 1420249_s_at | 0.00 | 9.63 | 8.48 | Ccl6 | -1.154 |
| 1419684_at | 0.02 | 10.45 | 9.28 | Ccl8 | -1.1642 |
| 1427168_a_at | 0.01 | 7.76 | 6.60 | Col14a1 | -1.1584 |
| 1449218_at | 0.02 | 8.33 | 7.21 | Cox8b | -1.1168 |
| 1435578_s_at | 0.00 | 3.71 | 5.48 | Dab1 | 1.7726 |
| 1435940_at | 0.05 | 6.44 | 5.39 | Dclk1 | -1.0483 |
| 1459725_s_at | 0.02 | 10.25 | 8.70 | Dcpp1 | -1.5478 |
| 1435943_at | 0.02 | 7.18 | 6.05 | Dpep1 | -1.1327 |
| 1450779_at | 0.02 | 4.51 | 5.64 | Fabp7 | 1.1377 |
| 1418243_at | 0.01 | 7.77 | 6.52 | Fcna | -1.2505 |
| 1456601_x_at | 0.00 | 7.79 | 6.51 | Fxyd2 | -1.2723 |
| 1439793_at | 0.01 | 6.14 | 4.99 | Gja3 | -1.1414 |
| 1422224_at | 0.01 | 4.89 | 5.92 | Gm9880 | 1.0315 |
| 1425763_x_at | 0.05 | 10.35 | 8.52 | Igh | -1.8272 |
| 1439239_at | 0.03 | 6.93 | 5.72 | Lin7b | -1.2124 |
| 1453678_at | 0.02 | 6.54 | 5.35 | Mbd1 | -1.1932 |
| 1460462_at | 0.00 | 6.05 | 7.71 | Med18 | 1.6565 |
| 1450194_a_at | 0.00 | 6.80 | 5.80 | Myb | -1.0057 |
| 1436188_a_at | 0.00 | 6.49 | 5.24 | Ndrg4 | -1.2457 |
| 1419663_at | 0.03 | 7.51 | 6.48 | Ogn | -1.021 |
| 1428751_at | 0.04 | 4.50 | 5.51 | Pacrg | 1.0099 |
| 1420798_s_at | 0.01 | 6.10 | 4.51 | Pcdha1 | -1.5971 |
| 1443954_at | 0.01 | 6.37 | 7.58 | Rad18 | 1.2077 |
| 1456822_at | 0.02 | 6.31 | 5.28 | Rad23b | -1.0315 |
| 1438306_at | 0.02 | 5.45 | 4.32 | Rnf180 | -1.1357 |
| 1458813_at | 0.01 | 7.15 | 5.83 | Scn5a | -1.3204 |
| 1457275_at | 0.02 | 7.28 | 8.46 | Synm | 1.1782 |
| 1455299_at | 0.00 | 6.49 | 4.72 | Vgll3 | -1.7784 |

Expression level is represented in log2. Fold change is log2.

# Supplementary material for: Ets2 in Tumor Fibroblasts Promotes Angiogenesis in Breast Cancer
**Source:** PLoS One. 2013 Aug 16;8(8):e71533. doi: 10.1371/journal.pone.0071533
**Supplement:** Table S6 — List of qRT-PCR primers and probes used for confirmation of gene expression changes.

**Table S6**: **qRT-PCR Primers and Probe List**

| **Gene ID** | **Left primer** | **Right primer** | **PROBE #** |
| --- | --- | --- | --- |
| LCP1 | tcaacagacgggctgattc | agagcagccttgtcaagca | #4 |
| MCPT8 | tgttcctgctcctggtcct | tggggtttggactctgtacc | #83 |
| MMP3 | ttgttctttgatgcagtcagc | gatttgcgccaaaagtgc | #7 |
| MMP9 | acgacatagacggcatcca | gctgtggttcagttgtggtg | #19 |
| MMP13 | cagtctccgaggagaaactatga | ggactttgtcaaaaagagctcag | #62 |
| S100a3 | gggacacccagttggtagg | gcacacgatggcagctact | #1 |
| Saa3 | atgctcgggggaactatgat | acagcctctctggcatcg | #26 |
| Serpinb1a | tgctggtgaatgccatctact | tcttcactgtttttgtgtctttcc | #52 |
| Serpinb6b | ggtccttgtgaatgccatct | tgcacaggtttcaccacatc | #7 |
| Tslp | catgacctgactggagatttga | atgttttgtcggggagtgaa | #71 |

How the deposited data were processed for this re-analysis (not part of the article)

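Gene expression was measured on Affymetrix mouse genome arrays in cultured mammary fibroblasts of 16-week-old female mice, 1 array for each of 4 genotypes: normal fibroblasts with *Ets2*, normal *Ets2* null fibroblasts, *ErbB2* tumor fibroblasts with *Ets2* and *ErbB2* tumor *Ets2* null fibroblasts. Mammary tissue was digested with collagenase and hyaluronidase, stromal cells were separated by gravity and plated, and RNA was taken at the second passage. The authors deposited log2 values that they had made with RMA, which is named in the methods and in the submitters' processing notes. The software, its version and the probe definitions are not given in the sources used here. RMA forces the arrays to nearly the same distribution, so a change shared by most genes would not be seen. The *PyMT* arrays, the endothelial cells and the human stroma data were not analysed here.

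Probe sets were named through the platform annotation given for these arrays, and 34958 had exactly 1 symbol, 932 had several and 9211 were unnamed here. Probe sets with several symbols or none were counted among probe sets and never named. Gene neighbours came from the GRCm38.p6 annotation, and no coordinates are given, since no build is stated for the values. Differences between arrays were computed in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6, and figures were drawn with matplotlib 3.10.9. The Ets2 comparisons were *Ets2* null minus *Ets2* present in normal and in tumor fibroblasts, and the oncogene comparisons were tumor minus normal with and without *Ets2*. The latter share arrays with the former, so no relation between them was read. With 1 array per genotype, the number of arrays limits the precision, and a rule of size was used in place of a test, an absolute log2 difference over 2 (4-fold), as stated for Tables S3 and S4. A gene passed when any of its singly named probe sets did, with the direction of the probe set that differed most.

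A total of 25 gene lists were written before the data were examined, but after Tables S1 to S4 of the paper had been read, and 1 value per gene was taken from the probe set with the highest mean. The lists covered ECM proteases and inhibitors, matrix metalloproteinases, structural ECM, angiogenesis, cell migration, cell growth, the interferon response, hypoxia and glycolysis, the cell cycle, lipid and sterol synthesis, Wnt regulators and targets, the S100 gene cluster, the ETS family, the prolactin family, ribosomal proteins, and markers of fibroblasts, macrophages and myeloid cells, luminal and basal epithelial cells, skeletal muscle, smooth muscle with pericytes and myofibroblasts, endothelial cells, adipocytes, mast cells and basophils, and T, NK and B cells. They are lists made for this work, not the gene sets of the paper's GSEA. The median difference of a list was set against 10000 random lists of the same size, matched on mean expression in 20 bins, and was called below percentile 2.5 or above percentile 97.5, as a description of these arrays. Named genes followed a rule also set before the data were examined: *Ets2*, the genes of Tables S3 and S4 and of the primer list in Table S6, the genes named in the paper's text, the 10 highest and 10 lowest genes of each Ets2 comparison with a higher value at log2 6 or more, the 4 members of each list with the largest differences, and the 5 genes at each end of the difference between the comparisons. Values of Tables S3 and S4 had been seen by then. Other genes named as examples of a list or as its most abundant members were chosen after their values were seen.

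The steps were tested on simulated data with the measured genes. For the tumor comparison, 200 of 18194 genes were changed, and of the 100 changed 8-fold all 100 were called in the right direction, while of the 100 changed by less than 4-fold 2 were called, and no unchanged gene was called. For the normal comparison, 4% of lists of 40 unchanged genes were called, and 100% of lists shifted by -0.2 were called lower. The 4-fold rule lies far outside the robust SD of the measured differences, 0.270 in tumor and 0.225 in normal fibroblasts. That no unchanged gene was called is therefore a weak check. The simulated lists need not give the call rate of measured lists whose genes move together. Ribosomal proteins, expected to change little, were called higher in tumor fibroblasts, at percentile 99.9. Alternatives set before the data were examined were thresholds of 2-fold and 8-fold, median centring, quantile normalization, a loess correction (statsmodels 0.14.6, span 0.4), a floor at log2 6 on the higher array, leaving out probe sets that may cross-hybridise (names ending in _x_at or _s_at), another choice of probe set per gene, lists without the genes of Tables S3 and S4, lists without markers of other cell types, and means in place of medians. The paper's copy of Table S1 held 21 rows here and was not used in a test.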

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

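Among the tests, that of the *Fsp-Cre* transgene was chosen only after the result was seen, and none of the differences between comparisons was tested, since each genotype had 1 array.

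Epithelial genes went in opposite directions without *Ets2* in normal and in tumor fibroblasts. The tumor difference minus the normal difference was -0.54 for the median of luminal epithelial genes and -1.06 for that of basal epithelial genes, and on the probe set that differed most it was -7.09 for *Krt18*, -7.20 for *Krt8*, -6.06 for *Krt14*, -6.73 for *Clu*, -5.31 for *Epcam*, -5.24 for *Cd24a*, -4.93 for *Serpinb2* and -4.51 for *Dsp*, sizes that start or end at values below log2 6 in each case and are not exact. A candidate explanation is epithelial cells left in the cultures behind the normal *Ets2* null and the tumor *Ets2* present arrays, and without the genes of Tables S3 and S4, which hold 6 of the 32 luminal and 2 of the 22 basal genes, the luminal median was 0.13 in normal and -0.22 in tumor fibroblasts and the basal median 0.46 and -0.60, values that this explanation needs. The members with the highest values were *Krt8*, at log2 6.65, 9.73, 9.25 and 6.15 in normal fibroblasts with and without *Ets2* and tumor fibroblasts with and without *Ets2*, *Krt19* at 8.41, 8.79, 7.96 and 6.94, *Epcam*, at 8.29, 7.98, 8.32 and 8.10 on its brightest probe set and at 5.38, 7.83, 8.48 and 5.63 on the other, and *Acta2*, also a myofibroblast gene, at 14.24, 14.30, 14.24 and 13.99 on its brightest probe set, with differences of 0.46 and -1.43 for the mean of its probe sets, and of the luminal genes the mast cell list also holds 1 and the ETS list 3, and of the basal genes the migration and smooth muscle lists hold 1 each. The cultures were enriched by gravity separation and plating, the paper reports over 95% fibroblasts by vimentin staining, shown for *PyMT* cultures, which limits the share of other cells, and expression of these genes by the fibroblasts themselves stays open and was not tested.

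Myeloid genes were lower without *Ets2* in tumor fibroblasts. A candidate explanation is fewer macrophages in that culture than in the tumor culture with *Ets2*. Tables S3 and S4 hold 17 of the 48 macrophage and myeloid genes. The median of the other 31 was -0.88, below every random list, a value that this explanation needs. Tumor minus normal, the median of these 31 genes was 0.88 with *Ets2*, above every random list. Without *Ets2* it was -0.04, at percentile 7.8, and not called. Over all 48 genes the latter median was -0.27. Whether the tumor culture with *Ets2* held more macrophages than the normal cultures, or the other held fewer, was not tested. The most abundant members were *Lyz1*, at log2 13.47 with *Ets2* and 12.58 without in tumor fibroblasts and 13.06 and 12.62 in normal fibroblasts, and *Lgals3*, at 13.73 and 12.25 in tumor fibroblasts and 12.74 and 12.75 in normal fibroblasts. The list shares 7 genes with the migration list 1 with the ECM protease list and 1 with the ETS list, and the enrichment steps were those named for the epithelial genes. Lower expression of these genes by the fibroblasts themselves stays open and was not tested.

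*S100a3* was higher in both *Ets2* null arrays, and its gene lies on chromosome 3 between *S100a16* and *S100a2*, with *S100a4*, also called *Fsp1*, next to *S100a2*. A rise of the S100 gene cluster as a whole is argued against by the other 10 measured genes, whose median difference was 0.117 in normal and -0.0940 in tumor fibroblasts. A sequence of the *Fsp-Cre* transgene read by the *S100a3* probe set cannot be told apart from an effect of *Ets2*, because the arrays with *Fsp-Cre* are the *Ets2* null arrays. The smaller of the differences in *S100a3* was 3.45. Derepression of *S100a3* by loss of *Ets2* stays open and was not tested.

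Genes of lipid and sterol synthesis went in opposite directions, with a tumor difference minus normal difference of 1.02 for their median. For *Ccn3* that difference was 5.41 when each comparison was taken on the probe set that differed most in it, which were different probe sets, and 5.37 on its brightest probe set alone. In normal fibroblasts, genes outside the paper's table were higher in the *Ets2* null array by 2.57 for *Wfdc2*, 2.41 for *Aldh1a7*, 2.34 for *Dsp* and 2.21 for *Cldn4* on the log2 scale. In tumor fibroblasts, genes outside the table differed by -3.51 for *Lcn2*, 3.28 for *Gt(ROSA)26Sor* and 2.79 for *Olr1*. The paper reports a *Rosa26 LoxP* reporter in a subset of the mice, and whether the mouse behind the tumor *Ets2* null array carried it is not given in the sources used here, so the *Gt(ROSA)26Sor* difference is not read as an effect of *Ets2*.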

How the results depend on the processing

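The limits of these results are 1 array per genotype, values normalized by the authors, and lists made for this work, and the cause of the changes with setting was not tested. No paired analysis was run. Null and present arrays could be paired within normal and within tumor fibroblasts, but that treats any difference between the comparisons as error. Leaving out arrays does not apply because each genotype had 1 array. Of the counts and correlations under other settings, 37 stayed the same and 14 moved. At 2-fold, 314 probe sets and 233 genes passed in normal fibroblasts and 745 and 500 in tumor fibroblasts, with 30 genes shared in the same direction and 69 in opposite directions, and at 8-fold 6 and 4 and 16 and 12, with 2 in opposite directions. The correlation was -0.0796 with quantile normalization, -0.0795 with the loess correction and -0.119 with the floor at log2 6. Medians in tumor fibroblasts with quantile normalization were -0.32 for ECM proteases, -0.14 for structural ECM, -0.22 for angiogenesis, -0.24 for migration and -0.0530 for growth. With the loess correction they were -0.37 for ECM proteases, -0.16 for structural ECM, -0.24 for angiogenesis and -0.0829 for growth. With the floor they were -0.50 for ECM proteases, -0.39 for angiogenesis, -0.39 for migration, -0.18 for growth and -0.28 for matrix metalloproteinases. With the mean of a gene's probe sets they were -0.37 for ECM proteases, -0.20 for angiogenesis, -0.13 for growth and -0.20 for matrix metalloproteinases. Without the genes of Tables S3 and S4 they were -0.27 for ECM proteases, -0.18 for angiogenesis, -0.23 for migration and 0.0142 for matrix metalloproteinases, and without markers of other cell types -0.36 for ECM proteases. Means in place of medians were -0.70 for ECM proteases, -0.29 for structural ECM, -0.42 for angiogenesis, -0.52 for migration, -0.21 for growth and -0.91 for matrix metalloproteinases. With median centring the medians were -0.32 for angiogenesis and -0.35 for migration. Of the other list medians, 280 stayed the same, 71 moved, 12 became stronger and 11 weaker. Of the differences of named genes, 563 stayed the same, 15 moved, 2 became stronger, 12 weaker, and no difference past 4-fold changed sign. Of those short of 4-fold, that of *Ets2* in normal fibroblasts was 0.21 on its brightest probe set and -0.00556 for the mean of its probe sets, that of *Epcam* went from -0.31 to 1.07 likewise, and the small differences of *Ets2* and *Vegfa* in tumor fibroblasts and of *Lgals3* in normal fibroblasts also changed sign under some settings. With the mean of a gene's probe sets, genes past 4-fold fell short of it in tumor fibroblasts for *Cxcl12*, at -1.83, *Dsp*, at -1.30, *Fgf13*, at -1.41, *Gpnmb*, at -1.44, *Krt14*, at -1.86, *Rarres2*, at -1.63, and *Tnnt2*, at -1.64, and in normal fibroblasts for *Dsp*, at 1.61, *Krt14*, at 1.46, and *Lgi2*, at -1.46, and *Epcam* was at -1.53 in tumor fibroblasts. *Gpnmb* also fell short with quantile normalization, at -1.93, and with the loess correction, at -1.97.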

Differences from the paper's values

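The paper's counts of 15 genes in normal and 69 in tumor fibroblasts stand beside 22 and 81 here at the stated size of 4-fold, each less than 1.5 times apart. The paper states 1 gene in common between normal and tumor fibroblasts, which a legend counts as similarly regulated, and the count in the same direction here was also 1, *S100a3*. Outside that count, 9 genes passed 4-fold in both in opposite directions. Of these, 7 are listed in both Table S3 and Table S4 (*Ccn3*, *Cd24a*, *Clu*, *Epcam*, *Krt14*, *Krt18* and *Krt8*). The others, *Dsp* and *Serpinb2*, no longer passed in both with the floor at log2 6 on the higher array. A probe set shared by several genes is also listed in both tables and went in opposite directions.

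The paper states that gene sets of ECM remodeling, cell migration, cell growth and angiogenesis differ between *ErbB2* tumor fibroblasts and *Ets2* null fibroblasts. With the lists made for this work, which are not the paper's gene sets, the growth list had a median of -0.06 at percentile 16.6 among random lists and was not called, while the lists of ECM proteases, structural ECM, migration and angiogenesis were lower. Among the alternatives set before the data were examined, the growth list was called lower with quantile normalization, with the loess correction, with the floor at log2 6, with the mean of a gene's probe sets and with the mean in place of the median. It was not called with median centring, without probe sets named _x_at or _s_at, without the genes of Tables S3 and S4 or without markers of other cell types.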

Other observations

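In *ErbB2* tumor fibroblasts without *Ets2*, genes of lipid and sterol synthesis were higher as a group. All 26 measured members were above 0, 10 of them by more than 2-fold, with a median log2 difference of 0.87 above every random list. They included *Scd2* at 1.87, the fatty acid elongase *Elovl6* at 1.51, and the sterol enzymes *Lss* at 1.42 and *Mvd* at 1.40. In normal fibroblasts the median was -0.15, at percentile 0.46. Cell cycle genes were lower without *Ets2* in tumor fibroblasts, with 36 of 38 below 0 and a median of -0.50, below every random list. *Ccne2*, an S-phase cyclin, was at -1.44, and the replication helicase gene *Mcm3* at -0.90. In normal fibroblasts the cell cycle median was -0.08, at percentile 7.03. Markers of other cell types differed in the same tumor arrays. Their medians were -1.36 for myeloid, -0.61 for skeletal muscle, -0.60 for basal epithelial, 0.01 for adipocyte and 0.25 for T, NK and B cell genes.

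In normal fibroblasts without *Ets2*, hypoxia and glycolysis genes were lower, with 25 of 27 below 0, a median of -0.38 and *Ddit4* at -1.28 and *Bnip3* at -0.95. Their median in tumor fibroblasts was -0.06, at percentile 28.4. Endothelial markers were lower without *Ets2* in normal fibroblasts as well as in tumor fibroblasts, with a median of -0.61 in normal fibroblasts, and *Plvap*, a protein of fenestrated endothelium, was at -1.54 and -1.11. Fibroblast markers had a median of -0.20 in normal fibroblasts, below every random list. Without *Ets2* in normal fibroblasts, the median was -0.16 for myeloid, -0.18 for skeletal muscle and 0.17 for adipocyte genes, each set apart from random lists, and 0.07 for smooth muscle, -0.03 for mast cell and 0.11 for T, NK and B cell genes, which were not. Without the genes of Tables S3 and S4 the skeletal muscle median was -0.08, at percentile 3.17, and no longer called, and the smooth muscle median was 0.12, at percentile 99.2, and called higher, as it was under 3 other settings.

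The other lists had these medians in normal and tumor fibroblasts. Mast cell and basophil genes were at -0.47 in tumor fibroblasts, below every random list, with 6 of 11 below 0 and 5 above, and at -0.21 without the 1 gene of Table S4. T, NK and B cell genes were at 0.25, percentile 99.0, and adipocyte genes at 0.01, percentile 35.0. With the floor at log2 6 neither mast cell genes, at percentile 19.4, nor T, NK and B cell genes, at percentile 74.0, were called. The interferon response was at 0.01 and 0.10, percentiles 60.3 and 75.9, and Wnt regulators and targets at -0.02 and -0.03, percentiles 38.9 and 11.9. The S100 gene cluster was at 0.16 and -0.03, percentiles 98.9 and 32.5, the ETS family at -0.07 and -0.16, percentiles 15.1 and 0.86, and the prolactin family at 0.22 and 0.17, percentiles 93.6 and 70.3. Without *S100a3* the S100 cluster was at percentile 96.3 in normal fibroblasts and not called, and the call of the ETS family was lost under 4 other settings. Matrix metalloproteinases were at 0.00 and -0.17, percentiles 62.6 and 2.73, with 5 of 14 more than 2-fold lower in tumor fibroblasts. Ribosomal proteins, a list expected to change little, were at -0.06 and 0.13, the latter called higher. A median of 0.13 can thus be called with no member past 2-fold. The quartiles were 0.07 and 0.15 in tumor fibroblasts, and *Rps25* was at 0.63. With quantile normalization that call was lost, at percentile 91.3.

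With *Ets2* present, tumor fibroblasts differed from normal fibroblasts by more than 4-fold in 24 genes, 22 higher and 2 lower, and without *Ets2* in 66 genes, 15 higher and 51 lower. Myeloid genes were higher in tumor than in normal fibroblasts with *Ets2*, with a median of 0.97, and ECM proteases with a median of 0.49. Without *Ets2* these medians were -0.27 and -0.07. These comparisons share arrays with those of *Ets2* null and *Ets2* present fibroblasts and are no separate evidence.

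The genes of Table S2, which the paper found in *PyMT* tumor fibroblasts, were looked up in the *ErbB2* arrays. Of 107 probe sets, 81 had the paper's sign in *ErbB2* tumor fibroblasts (75.7%), against a median of 54 among random sets matched on expression, of which the central part, between the limits used for lists, ran from 44 to 64. By more than 2-fold 26 had the same sign and 5 the opposite sign, and by more than 4-fold 9 had the same sign, among them *Tslp*, *S100a3*, *Mmp3*, *Mmp13*, *Serpinb2*, *Fgf13* and *Saa3*, while *Myog*, a muscle regulator, had the opposite sign, at -2.13. In normal fibroblasts 39 had the paper's sign (36.4%), below the central part of the random sets, which again ran from 44 to 64. By more than 2-fold 4 had the paper's sign and 10 the opposite sign, each against a random median of 0. The *Ets2* null *PyMT* fibroblasts carry *Fsp-Cre* as well.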
